# MAC-1 marks a quiescent and functionally superior HSC subset during regeneration

**DOI:** 10.1016/j.stemcr.2023.01.014

**Published:** 2023-03-02

**Authors:** Anna Rydström, Els Mansell, Valgardur Sigurdsson, Julia Sjöberg, Shamit Soneji, Kenichi Miharada, Jonas Larsson

**Keywords:** MAC-1, hematopoietic stem cells, transplantation, regeneration

## Abstract

Mouse hematopoietic stem cells (HSCs) have been extensively defined both molecularly and functionally at steady state, while regenerative stress induces immunophenotypical changes that limit high purity isolation and analysis. It is therefore important to identify markers that specifically label activated HSCs to gain further knowledge about their molecular and functional properties. Here, we assessed the expression of macrophage-1 antigen (MAC-1) on HSCs during regeneration following transplantation and observed a transient increase in MAC-1 expression during the early reconstitution phase. Serial transplantation experiments demonstrated that reconstitution potential was highly enriched in the MAC-1^+^ portion of the HSC pool. Moreover, in contrast to previous reports, we found that MAC-1 expression inversely correlates with cell cycling, and global transcriptome analysis showed that regenerating MAC-1^+^ HSCs share molecular features with stem cells with low mitotic history. Taken together, our results suggest that MAC-1 expression marks predominantly quiescent and functionally superior HSCs during early regeneration.

## Highlights

• MAC-1 is upregulated in a subset of HSCs as a response to severe regenerative stress
• Regenerating HSCs expressing MAC-1 show enhanced reconstitution potential
• MAC-1 expression is dispensable for the reconstitution capacity of HSCs
• MAC-1 marks quiescent HSCs with RNA expression correlating with low mitotic history

## Introduction

Bone marrow transplantation has been used in the clinic since the 1950s and has become a common treatment for a number of blood disorders. Bone marrow transplantation has the potential to give a lifelong cure owing to the properties of the hematopoietic stem cells (HSCs) to both self-renew and differentiate into all blood lineages. Following transplantation, HSCs undergo extensive proliferation to meet the demand of replenishing the hematopoietic system. This is in stark contrast to the homeostatic context, where the vast majority of HSCs reside in a quiescent state.

Proliferation and differentiation of HSCs must be tightly regulated during conditions of stress and acute regeneration to allow for replenishment of mature blood cells and at the same time prevent exhaustion of the stem cell pool. However, the programs regulating stemness and differentiation are dysregulated in many leukemias. In this context, quiescence is key to protecting HSCs from stress-induced insults that may predispose to hematological malignancies (Bowman et al., 2018; Walter et al., 2015). It is a long-standing goal in the field to better understand the mechanisms regulating HSC activation, but a key challenge in this regard is to isolate activated HSCs at high purity. While steady-state murine HSCs can be efficiently purified using specific combinations of cell surface markers (Lin^−^, SCA1^+^, cKIT^+^, CD48^−^, CD150^+^ [LSK-SLAM]) (Kiel et al., 2005), some of these markers display an altered expression during severe stress, making it challenging to isolate actively regenerating HSCs (Randall and Weissman, 1997).

Macrophage-1 antigen (MAC-1) is a cell surface marker typically expressed on mature macrophages and natural killer (NK) cells. MAC-1 is a heterodimer consisting of CD11B and CD18 and mediates a number of cellular responses such as migration, adhesion, and phagocytosis. MAC-1 is normally absent or expressed at very low levels in HSCs and is therefore often used as a negative selection marker. However, it has been shown that the cytotoxic drug 5-fluorouracil (5FU) activates HSCs and triggers an upregulation of MAC-1 such that functional HSCs are found exclusively within the MAC-1^low^ fraction of 5FU-treated mice (Randall and Weissman, 1997; Wang et al., 2019). This report further showed that 25% of hematopoietic stem and progenitor cells (LSK) in 5FU-treated mice are undergoing cycling. Furthermore, fetal liver HSCs that are highly proliferative have been shown to express MAC-1 (Morrison et al., 1995). Altogether, these findings have led to the assumption that MAC-1 expression correlates with an active cell-cycle state. Yet, it remains unclear to date if MAC-1 has a functional role in HSC activation. While mouse knockout models for both of the two MAC-1 subunits have been established and shown to have perturbed neutrophil functionality, an extensive analysis of the hematopoietic stem and progenitor cell (HSPC) compartment has not been performed in either of these models (Coxon et al., 1996; Scharffetter-Kochanek et al., 1998). More recent studies of both mouse and human HSPCs with impaired MAC-1 signaling showed compromised engraftment, suggesting that MAC-1 could be implicated in the interaction between HSCs and the bone marrow niche after transplantation (Mei et al., 2020; Prashad et al., 2015).

Here, we have further investigated the role of MAC-1 in HSCs during regenerative stress after transplantation. We show that there is a transient increase in MAC-1 expression during the early regenerative phase that positively correlates with both reconstitution potential and cellular quiescence, as well as a gene expression profile indicative of low mitotic history.

Importantly, our findings allow for the identification of a small subpopulation of highly purified long-term HSCs during regeneration.

## Results

### MAC-1 is upregulated upon transplantation and marks HSCs with high reconstitution potential

To assess expression levels of MAC-1 in LSK-SLAM HSCs during hematopoietic regeneration, we analyzed bone marrow 4 and 16 weeks after transplantation to recapitulate both the early and late phases of regeneration. Flow cytometry analysis showed that HSCs isolated 4 weeks after transplantation (4 week HSCs) had higher expression of MAC-1 compared with both non-transplanted steady-state HSCs (SS HSCs) and HSCs isolated 16 weeks after transplantation (16 week HSCs) (Figure 1A). The majority (70%) of both SS and 16 week HSCs completely lacked MAC-1 expression (MAC-1^−^), with the remaining fraction showing low levels of expression (MAC-1^low^). By contrast, the majority of 4 week HSCs were MAC-1^low^, with a small but distinct population of HSCs with high MAC-1 expression (MAC-1^+^) found exclusively in 4 week HSCs. We confirmed the observed protein expression pattern of MAC-1 by fluorescence microscopy (Figure 1B), and this correlated with the mRNA expression levels validated by qPCR (Figure S1A). Next, we wanted to functionally assess these HSC subpopulations with varying levels of MAC-1 expression through serial transplantation (Figures 1C and S1B). Upon transplantation, MAC-1^−^ and MAC-1^low^ SS HSCs showed comparable reconstitution potential and output in peripheral blood over time, as well as in bone marrow (Figures 1D and 1E). MAC-1^low^ HSCs isolated 16 weeks after primary transplantation performed better than MAC-1^−^ HSCs. Most strikingly, we found that the discrete fraction of MAC-1^+^ HSCs isolated during the early regenerative phase (4 week HSCs) showed significantly higher long-term reconstitution compared with both the MAC-1^low^ and MAC-1^−^ 4 week HSCs in both the peripheral blood and bone marrow. Moreover, upon tertiary bone marrow transplantation, we could exclusively detect robust serial engraftment capacity from the MAC-1^+^ group isolated 4 weeks after primary transplantation but not from mice initially transplanted with MAC-1^low^ or MAC-1^−^ HSCs (Figure 1F). These results indicate that the most potent HSCs during early regeneration express MAC-1. We did not observe any significant differences in blood lineage output between the MAC-1^+^, MAC-1^low^, and MAC-1^−^ populations from any given time point (Figure S1C). We did, however, observe a general myeloid bias acquired with transplantation history as well as chronological age.

**Figure 1:**
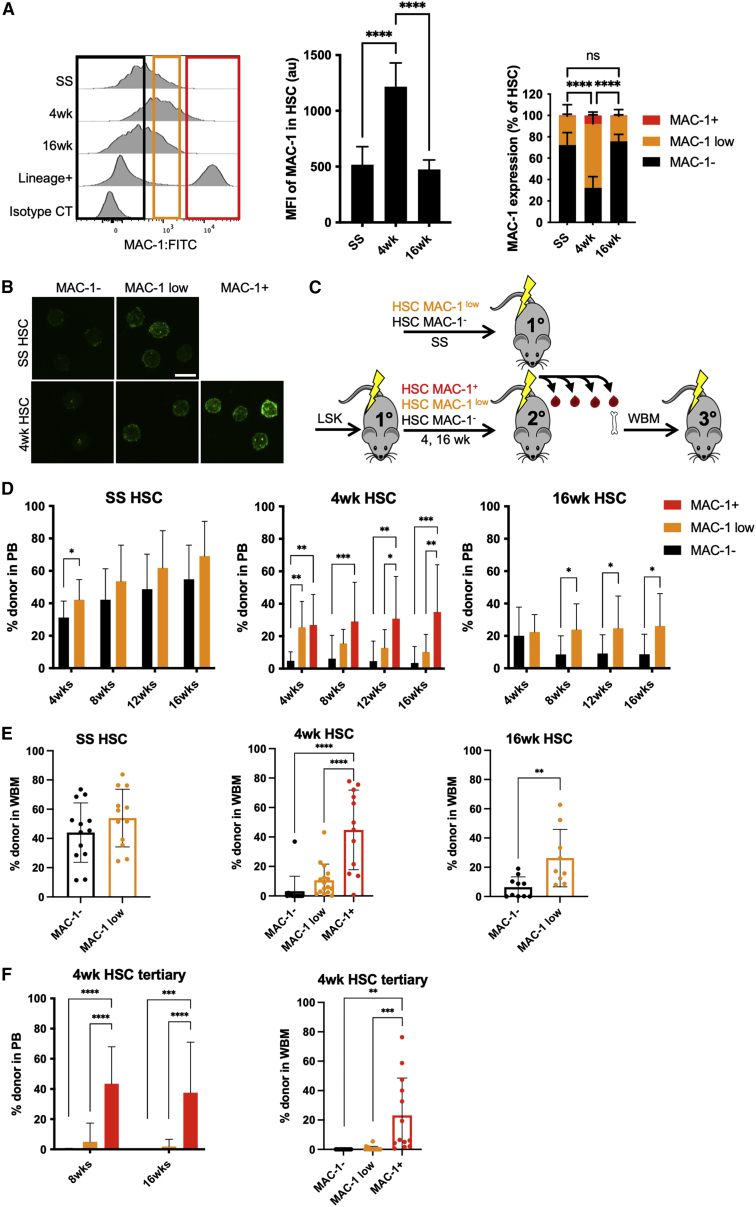
Transient MAC-1 expression after transplantation reflects reconstitution potential in HSCs (A) MAC-1 expression in LSK SLAM HSCs at steady state (SS) or after 4 and 16 weeks of transplantation analyzed by flow cytometry. MFI (middle) and proportion of HSCs being MAC-1^−^, MAC-1^low^, and MAC-1^+^ (right). Asterisks denote all three MAC-1 populations to be significantly different at 4 weeks compared with both SS and 16 week HSCs (SS MAC-1^−^ vs. 4 week MAC-1^−^ p < 0.0001; 4 week MAC-1^−^ vs. 16 week MAC-1^−^ p < 0.0001; SS MAC-1^low^ vs. 4 week MAC-1^low^ p < 0.0001; 4 week MAC-1^low^ vs. 16 week MAC-1^low^ p < 0.0001; SS MAC-1^+^ vs. 4 week MAC-1^+^ p < 0.0001; 4 week MAC-1^+^ vs. 16 week MAC-1^+^ p < 0.0001). Data pooled from 2 experiments (n = 6–16 mice). (B) MAC-1 expression in SS and 4 week HSCs analyzed by fluorescence microscopy. Scale bar, 10 μm. (C) SS HSCs were sorted based on MAC-1 expression and transplanted to irradiated primary recipients (200 HSCs/recipient). LSK cells were sorted and transplanted to irradiated primary recipients. 4 and 16 weeks after primary transplantation, HSCs were sorted based on MAC-1 expression and transplanted to irradiated secondary recipients (200 HSCs/recipient). WBM from secondary recipients initially transplanted with 4 week HSCs were transplanted to irradiated tertiary recipients. Data pooled from 2 experiments (n = 9–16 mice). (D) Engraftment over time in peripheral blood (PB) from experiment described in (C). (E) Engraftment in bone marrow (BM) after 16 weeks from experiment described in (C). (F) Engraftment in PB and BM of mice receiving a serial WBM transplantation from mice initially transplanted with 4 week HSCs. Data pooled from 2 experiments (n = 10–16 mice). Data are represented as mean ± SD. Statistical significance was determined using two-tailed unpaired Student’s t test or one-way ANOVA in combination with Turkey’s multiple comparisons test (∗p < 0.05, ∗∗p < 0.01, ∗∗∗p < 0.001, and ∗∗∗∗p<0.0001). See also Figure S1.

While these experiments show that the small MAC-1^+^ subset of 4 week HSCs was highly enriched for functional repopulating cells, the difference in size of the MAC-1 subpopulations prompted us to also assess the total content of functional HSC activity within each population. To this end, we transplanted the equivalent number to 200 MAC-1^+^ HSCs (i.e., 1,500 MAC-1^low^ cells and 800 MAC-1^−^ cells) and measured long-term engraftment in bone marrow (Figure S1D). Although the assay was not done at limit dilution and therefore is not quantitative, the engraftment levels from these equivalent cell doses indicate a higher functional HSC content in the MAC-1^+^ and MAC-1^low^ fractions compared with the MAC-1^−^ population.

SCA1 and cKIT have been reported to exhibit an altered expression upon inflammation and proliferative stress (Pietras et al., 2014; Randall and Weissman, 1997), which is why we also wanted to explore the use of MAC-1 by applying an alternative HSC definition. We therefore transplanted LSK cells from GFP donor mice and analyzed MAC-1 expression in GFP^+^, Lin^−^, CD48^−^, CD150^+^, EPCR^+^ (ESLAM) HSCs (Figures S1E and S1F). Similar to 4 week LSK SLAM HSCs, the 4 week ESLAM population contained MAC-1^−^, MAC-1^low^, and MAC-1^+^ cells. When transplanted, the MAC-1^+^ ESLAM HSCs displayed a trend of higher reconstitution in all blood lineages, and a significantly higher engraftment in the bone marrow, compared with MAC-1^−^ and MAC-1^low^ ESLAM HSCs, suggesting that upregulation of MAC-1 is a general feature of regenerating HSCs, irrespective of the phenotypic definition (Figures S1G and S1H).

Finally, we investigated the possibility of MAC-1 upregulation on any HSCs residing outside the classical LSK SLAM gate during regeneration. We sorted 4 week non-LSK SLAM cells based on MAC-1 expression and transplanted the equivalent dose of each population, to that of 200 MAC-1^+^ LSK SLAM HSCs. As expected, reconstitution levels in blood and bone marrow were overall very low, but there was a trend of higher engraftment from MAC-1^+^ non-LSK SLAM cells, suggesting that MAC-1 marks HSCs outside the conventional HSC definition during regeneration (Figures S1I and S1J).

Taken together, our findings demonstrate that MAC-1 is upregulated during early regeneration and uniquely marks a small population of the most functionally potent HSCs.

### MAC-1 is dispensable for the regenerative capacity of HSCs

Next, we set out to investigate if the observed upregulation of MAC-1 upon regenerative stress plays a direct role in HSC behavior and function. To this end, we used a conventional knockout mouse model of the CD11B subunit (*Itgam*) where homozygous mice lack expression of MAC-1 (Coxon et al., 1996). We first characterized the stem and progenitor cells in the bone marrow of SS mice and observed no difference in the frequencies of HSCs and various progenitor populations between knockout (KO) and wild-type (WT) littermates (Figures 2A and 2B). Additionally, we found that the cell-cycle state of HSCs was unaffected by the lack of MAC-1 expression (Figure 2C). Next, to assess the role of MAC-1 during active regeneration, we performed a competitive primary transplantation of WT or littermate *Itgam* KO LSK cells (Ly 5.2) together with equal numbers of competitor cells (LY5.1) (Figure 2D). Following 4 weeks of engraftment, we sorted HSCs from the competing populations, and we confirmed the absence of MAC-1 expression on KO HSCs and upregulation of MAC-1 on transplanted WT HSCs (Figure S2). Now, to interrogate the correlation between MAC-1 expression and functional HSC activity, these HSCs were re-transplanted in a competitive setting (1:1 ratio) into secondary recipients. Analysis of the primary and secondary recipients showed largely comparable engraftment levels and HSPC distribution between WT and KO cells (Figures 2E–2J), indicating that the functional reconstitution potential of HSCs remains intact in the absence of MAC-1 both at SS and during active regeneration. In the secondary recipients, we observed a small but significant increase in B lineage output as well as a moderate increase in overall donor contribution in bone marrow from the KO cells (Figures 2H–2J). Our findings therefore suggest that MAC-1 is dispensable for the regenerative capacity of HSC and that its functional involvement is not implicated in the competitive advantage of regenerating MAC-1^+^ HSCs.

**Figure 2:**
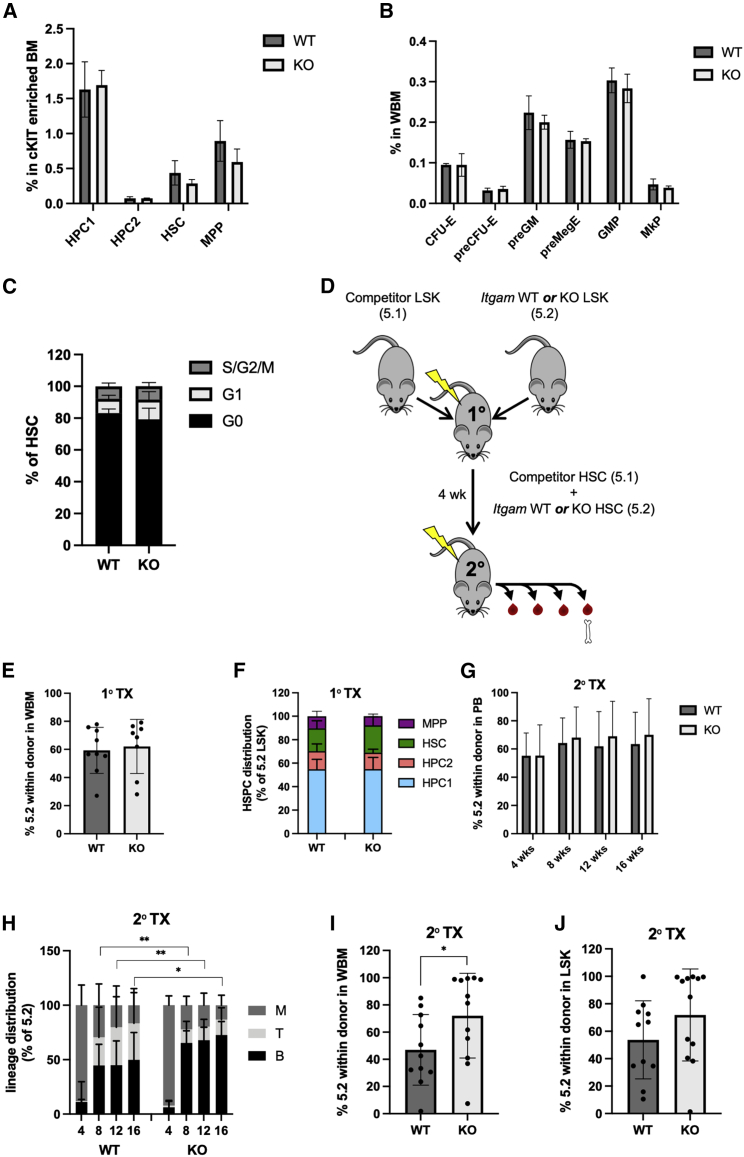
MAC-1 expression is not required for HSC function during homeostasis or regeneration (A) Frequency of stem and progenitor populations in cKIT-enriched BM of WT and *Itgam*-KO SS mice. HPC1 (LSK, CD48^+^, CD150^−^); HPC2 (LSK, CD48^+^, CD150^+^); MPP (LSK, CD48^−^, CD150^−^) (n = 3 mice). (B) Frequency of myeloerythroid progenitor populations in WBM of WT and KO SS mice (n = 3 mice). (C) Cell-cycle analysis of WT and KO HSCs at SS. Data pooled from 2 experiments (n = 6 mice). (D) Equal number or competitor (LY5.1) and *Itgam* WT or KO (LY5.2) LSK cells were transplanted to lethally irradiated primary recipients. After 4 weeks, equal numbers of competitor (LY5.1) and *Itgam* WT or KO (LY5.2) HSCs were sorted and transplanted to lethally irradiated secondary recipients. (E) LY5.2 donor engraftment in WBM in primary recipients after 4 weeks. Data pooled from 2 experiments (n = 8–9 mice). (F) Stem and progenitor distribution within LSK from BM analyzed in (E). (G) LY5.2 donor engraftment over time in PB in secondary recipients. Data pooled from 2 experiments (n = 11–12 mice). (H) Lineage output in LY5.2 PB over time in secondary recipients. (I) LY5.2 donor engraftment in WBM in secondary recipients. (J) LY5.2 donor engraftment in LSK in secondary recipients. Engraftment was calculated as % LY5.2 within the donor derived cells. Data are represented as mean ± SD. Statistical significance was determined using two-tailed unpaired Student’s t test (∗p < 0.05 and ∗∗p<0.01). See also Figure S2.

### MAC-1 marks predominantly quiescent HSCs with distinct transcriptional features

To identify molecular differences underlying the functional heterogeneity of HSCs that differ in MAC-1 expression, we performed RNA sequencing on the SS and 4 week HSC subpopulations (SS MAC-1^−^, SS MAC-1^low^, 4 week MAC-1^−^, 4 week MAC-1^low^, and 4 week MAC-1^+^). 

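HSCs were sorted by their level of MAC-1, the integrin formed by CD11b (*Itgam*) and CD18 (*Itgb2*), from SS mice and from mice 4 weeks after transplantation of 8000 LSK cells into recipients irradiated with 900 cGy. RNA of 400 to 600 HSCs per sample was amplified with SMART-Seq, which copies whole transcripts from few cells and adds no molecular identifiers, and Nextera XT libraries were sequenced on a NextSeq. There were 16 samples: 3 SS MAC-1-, 3 SS MAC-1 low, 3 4 week MAC-1-, 4 4 week MAC-1 low and 3 4 week MAC-1+. The authors deposited the number of reads counted on each gene, without normalization, made with the nf-core RNA-seq pipeline and STAR. The program that counted the reads, the genome build and the annotation are not given in the sources used here. The table lists 46078 genes by Ensembl identifier, and the places of genes given here come from a match of these identifiers to GENCODE M21 (GRCm38), which held 98.2% of them. Total counts per sample ran from 13781278 to 21086753 (median 19247079) in SS MAC-1-, from 16226999 to 18878201 (median 18009100) in SS MAC-1 low and from 17132684 to 28580658 (median 17577534) in 4 week MAC-1- samples. They ran from 16636447 to 28017703 (median 19947496.5) in 4 week MAC-1 low and from 14675234 to 23277130 (median 22461164) in 4 week MAC-1+ samples. Between 14533 and 17576 genes had at least 1 count in a sample, and 3.96% to 9.62% of counts fell on mitochondrial genes. In every pair of replicates the counts differed by more than the sampling noise, with a chi-square per degree of freedom of 126 to 306, and the log2 CPM of a pair correlated across genes with an r of 0.701 to 0.831. Of the 9682 genes with a mean count of at least 100, 20.8% had 0 counts in 1 or more samples. Counts were scaled with edgeR's TMM factors, and 13661 genes that passed its filter on low counts were tested with its quasi-likelihood test in 1 model of all 16 samples, so that the groups shared an estimate of the spread. Its common biological coefficient of variation was 1.13. A gene was counted as differentially expressed at the paper's thresholds, an adjusted p (Benjamini-Hochberg) below 0.1 and an absolute log2 fold change above 1. DESeq2, the paper's tool, was run beside it, as was limma-voom with sample weights. A value of 0 allows up to 3 counts in a sample, which is 0.112 to 0.220 CPM depending on its total.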

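The transcripts of both MAC-1 subunits were read first, as a check of the sample labels. *Itgam* (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491) had 175, 478 and 96 counts in the 4 week MAC-1+ samples, 6, 95, 21 and 3 in 4 week MAC-1 low and 0, 47 and 0 in 4 week MAC-1-, against 30, 16 and 15 in SS MAC-1 low and 0, 5 and 2 in SS MAC-1-. Each 4 week MAC-1+ sample was above each 4 week MAC-1- sample after scaling (chance leaves 10% of genes without overlap in either direction), and the difference was not past the thresholds in edgeR (log2 fold change 4.54, standard error 2.23, adjusted p = 0.400, edgeR), while it was in DESeq2 and limma-voom. Over all alternatives the adjusted p ran from 0.0225 to 0.629. *Itgb2* (ENSMUSG00000000290, chromosome 10, 77530252 to 77565708) had 180, 242 and 403 counts in 4 week MAC-1+ and 501, 496 and 501 in 4 week MAC-1- samples. After scaling it was lower in each 4 week MAC-1+ than in each 4 week MAC-1- sample (log2 fold change -1.02, standard error 1.39, adjusted p = 0.864, edgeR). The paper measured both transcripts by qPCR in the sorted HSCs and reports that mRNA correlated with the protein.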

Principal-component analysis (PCA) of the 1,000 most variable genes separated all the populations accordingly (Figure 3A). In particular, MAC-1 expression could efficiently separate three transcriptionally distinct populations of early regenerating HSCs corresponding to their differential regenerative capacity upon transplantation.

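DESeq2-normalized counts gave the 1000 genes with the largest variance above a fit on the mean, and their log2(normalized count + 1) went into the PCA without scaling. The first component held 13.5% and the second 10.8% of the variance. The separation was measured by the mean silhouette width on both components, which approaches 1 where samples lie close to their own population and is below 0 where another population lies closer. PCA separation of the 5 populations had a silhouette of 0.477 (one-sided permutation test, p = 1e-05, the smallest that 100000 random relabellings can give). Among the alternatives that kept all samples, taking more of the most variable genes moved it most, to 0.190. Choosing genes by the variance of variance-stabilized counts gave 0.640. The silhouette was 0.172 and 0.117 without 4 week MAC-1- replicate 1 or 3. The 2 samples with a negative silhouette were SS MAC-1- replicates 1 (-0.445) and 2 (-0.281). SS MAC-1- replicate 3 lay apart from them, at -70.4 on the first and 54.2 on the second component. Taken as a pair, SS MAC-1- and SS MAC-1 low samples had a silhouette of 0.255 (exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), the lowest of the 10 pairs of populations. The highest was that of 4 week MAC-1- and 4 week MAC-1+ samples, 0.806 (exact permutation test, p = 0.1).

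**Figure D1:**
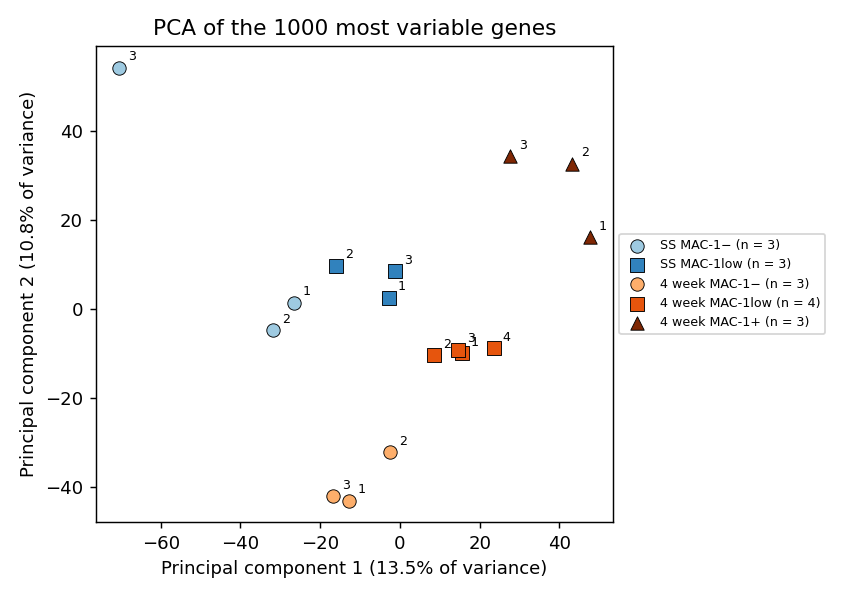
Each point is a sample on principal components 1 (x axis) and 2 (y axis) of the 1000 most variable genes, in units of log2 normalized counts, with its population by colour and shape and its replicate number beside it. SS MAC-1- replicate 3 lies at -70.4 and 54.2, apart from the other SS MAC-1- samples.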

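Among the 4 week samples alone, the silhouette of the 3 populations on the same components was 0.686 (one-sided exact permutation test over 4200 relabellings, p = 4.76e-04, the smallest they can give), and no sample had a negative silhouette. With each sample left out in turn it stayed between 0.497 and 0.746. Gene by gene, the neighbouring populations differed less. Between 4 week MAC-1 low and 4 week MAC-1- HSCs, edgeR called 21 genes higher and 4 lower in 4 week MAC-1 low (991 genes, or 7.25% of those tested, had an unadjusted p below 0.05), DESeq2 called 454 in all and limma-voom 205. The count of 25 from edgeR was 8, 11 and 13 without 4 week MAC-1- replicate 1, 2 or 3 and 15, 16 and 12 without 4 week MAC-1 low replicate 1, 3 or 4. Between 4 week MAC-1+ and 4 week MAC-1 low HSCs, edgeR called 0 genes (936, or 6.85%, at an unadjusted p below 0.05), DESeq2 369 and limma-voom 1. Leaving out 1 sample gave 18 and 2 without 4 week MAC-1+ replicate 1 or 3, 1 without 4 week MAC-1- replicate 3, 1 without SS MAC-1- replicate 3 and 1 without SS MAC-1 low replicate 3.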

**Figure 3:**
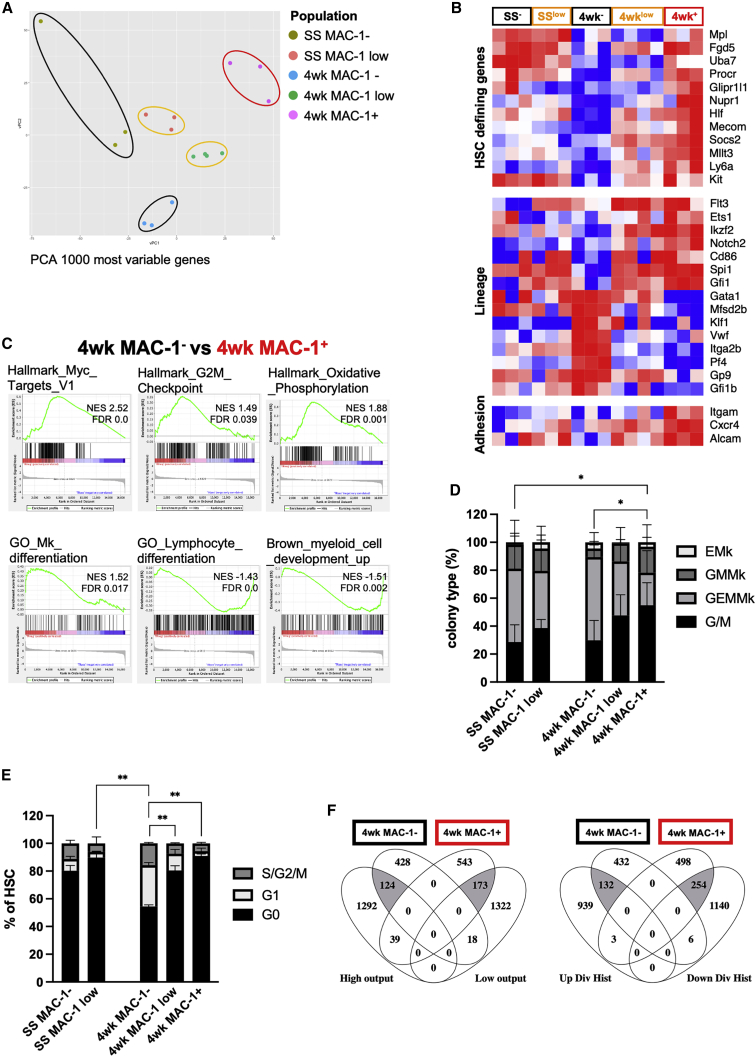
Bulk RNA-seq analysis of SS and 4 week HSCs sorted based on MAC-1 expression (A) Principal-component analysis (PCA) of SS MAC-1^−^, SS MAC-1^low^, 4 week MAC-1^−^, 4 week MAC-1^low^, and 4 week MAC-1^+^ HSCs. Output of the 1,000 most variable genes (n = 3–4 for Figures 4A–4C and 4F). (B) Heatmap of differentially expressed genes important for HSC identity, lineage differentiation, and adhesion (log2FC > 1, padj < 0.1). (C) Gene set enrichment analysis (GSEA) of 4 week MAC-1^−^ vs. 4 week MAC-1^+^ HSCs. (D) Methylcellulose colony assay of HSCs at SS and 4 weeks after transplantation. Colonies were analyzed using flow cytometry. Data pooled from 2 experiments (n = 4–7 mice). Data are represented as mean ± SD. Statistical significance was determined using one-way ANOVA in combination with Turkey’s multiple comparisons test (∗p < 0.05 and ∗∗p < 0.01). (E) Cell cycle analysis of HSCs at SS and 4weeks after transplantation based on MAC-1 expression. (n = 3 mice). Data are represented as mean ± SD. Statistical significance was determined using one-way ANOVA in combination with Turkey’s multiple comparisons test (∗p < 0.05 and ∗∗p < 0.01). (F) Venn diagram showing overlap of differentially expressed genes between MAC-1^+^ and MAC-1^−^ 4 week HSC genes and published gene lists of historic low or high output (left) and divisional history (right). See also Figure S3.

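All 10 pairwise comparisons of the 5 populations were tested in the edgeR model, and 558 genes passed both thresholds in at least 1 of them. Comparisons with SS HSCs gave 232 and 139 for 4 week MAC-1+ against SS MAC-1- and SS MAC-1 low, and 54 and 52 for 4 week MAC-1- against SS MAC-1 low and SS MAC-1-. They gave 19 and 6 for 4 week MAC-1 low against SS MAC-1- and SS MAC-1 low. DESeq2 with the same thresholds gave 3490 genes over the 10 comparisons, 534 of them shared with edgeR, limma-voom 962 and a joint F test 254. A test in edgeR against a log2 fold change of 1 in place of 0 (glmTreat) gave 25 genes. When the 16 samples were regrouped at random into groups of the same sizes, DESeq2 gave a median of 1187.5 and at most 1842 genes in 30 groupings, the real one included in the median, and edgeR a median of 0 and at most 52 in 100. The edgeR count was 345 and 349 without 4 week MAC-1+ replicate 2 or 3 and 336, 317 and 348 without 4 week MAC-1- replicate 1, 2 or 3. Between SS MAC-1 low and SS MAC-1- HSCs edgeR called 2 genes, *Ska1* and *Hist1h2bc*, which are named here after their values were seen, with 1278 (9.36%) at an unadjusted p below 0.05. The count was 4 and 0 without 4 week MAC-1+ replicate 1 or 2, 0 without 4 week MAC-1- replicate 2, 0, 0, 0 and 0 without 4 week MAC-1 low replicate 1, 2, 3 or 4, 14, 16 and 6 without SS MAC-1- replicate 1, 2 or 3 and 0 and 6 without SS MAC-1 low replicate 1 or 3. limma-voom called 0 and DESeq2 882, while the other splits of these samples into groups of the same size gave DESeq2 at most 732.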

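The 12 HSC signature genes of Figure 3B all had a positive log2 fold change in 4 week MAC-1+ against 4 week MAC-1- HSCs, from 0.43 to 3.57 with a median of 1.70. The population means rose at both steps, from 4 week MAC-1- to 4 week MAC-1 low and from 4 week MAC-1 low to 4 week MAC-1+, in 10 genes. Of these, 7 had an adjusted p below 0.1 over all genes tested with edgeR (*Procr*, *Hlf*, *Mecom*, *Socs2*, *Mllt3*, *Ly6a* and *Kit*), 10 when adjusted over the list alone and 10 with DESeq2. The list was chosen by the study on these samples, so the value adjusted over the list alone is not independent evidence. Over the alternatives the number ran from 6 to 10, and with each sample left out from 5 to 7. *Mecom* (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008) had 70.9 ± 10.3 (SD, n = 3) CPM in 4 week MAC-1-, 199 ± 37.4 (SD, n = 4) in 4 week MAC-1 low and 324 ± 147 (SD, n = 3) in 4 week MAC-1+ HSCs (log2 fold change 2.19, standard error 0.31, adjusted p = 0.00187, edgeR). For *Procr* (ENSMUSG00000027611, chromosome 2, 155751117 to 155755471), the values were 7.03 ± 1.46, 35.4 ± 15.9 and 83.6 ± 22.0 CPM in the same order (log2 fold change 3.57, standard error 0.66, adjusted p = 0.0109, edgeR). *Ly6a* (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031) rose from 238 ± 32.0 to 662 ± 159 and 1059.9 ± 362 CPM (log2 fold change 2.16, standard error 0.34, adjusted p = 0.00397, edgeR), and *Mllt3* had a log2 fold change of 1.52 (adjusted p = 0.00992, edgeR). *Kit* (ENSMUSG00000005672, chromosome 5, 75574916 to 75656722) had a log2 fold change of 0.99, under the threshold on the fold change (adjusted p = 0.0752, edgeR). Its adjusted p was 0.277 without 4 week MAC-1+ replicate 2 and 0.263 and 0.299 without 4 week MAC-1- replicate 1 or 3, and 0.239 with the GC and length offset, 0.104 with the number of detected genes as a covariate and 0.254 in a model of only the groups compared, with a range of 0.00361 to 0.254 over the alternatives. *Uba7* (log2 fold change 0.43, adjusted p = 0.407) passed with DESeq2 (0.0526, range 0.0526 to 0.835), as did *Glipr1l1* (0.348 in edgeR, 0.00420 with DESeq2, range 0.00420 to 0.741). *Fgd5* had an adjusted p of 0.104 in edgeR and passed without 4 week MAC-1- replicate 2 (0.0559). It was 8.44e-04 with DESeq2, 0.0996 with DESeq2's size factors, 0.0571 with limma-voom and 0.0892 with a stricter filter on low counts (range 8.44e-04 to 0.220). *Nupr1* had 0.110 in edgeR and passed without 4 week MAC-1+ replicate 2 (0.0351). It was 0.00142 with DESeq2, 0.0825 with DESeq2's size factors, 0.0308 with the GC and length offset, 0.0827 with limma-voom and 0.0995 with counts thinned to the smallest total (range 0.00142 to 0.399). Between SS MAC-1 low and SS MAC-1- HSCs, edgeR called 0 of the 12 genes, over all genes as over the list, with 1 at an unadjusted p below 0.05. DESeq2 called 1, *Glipr1l1* (log2 fold change -1.51), and limma-voom 0. *Mecom* had 172 ± 9.58 CPM in SS MAC-1- and 120.5 ± 17.3 in SS MAC-1 low HSCs.

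**Figure D2:**
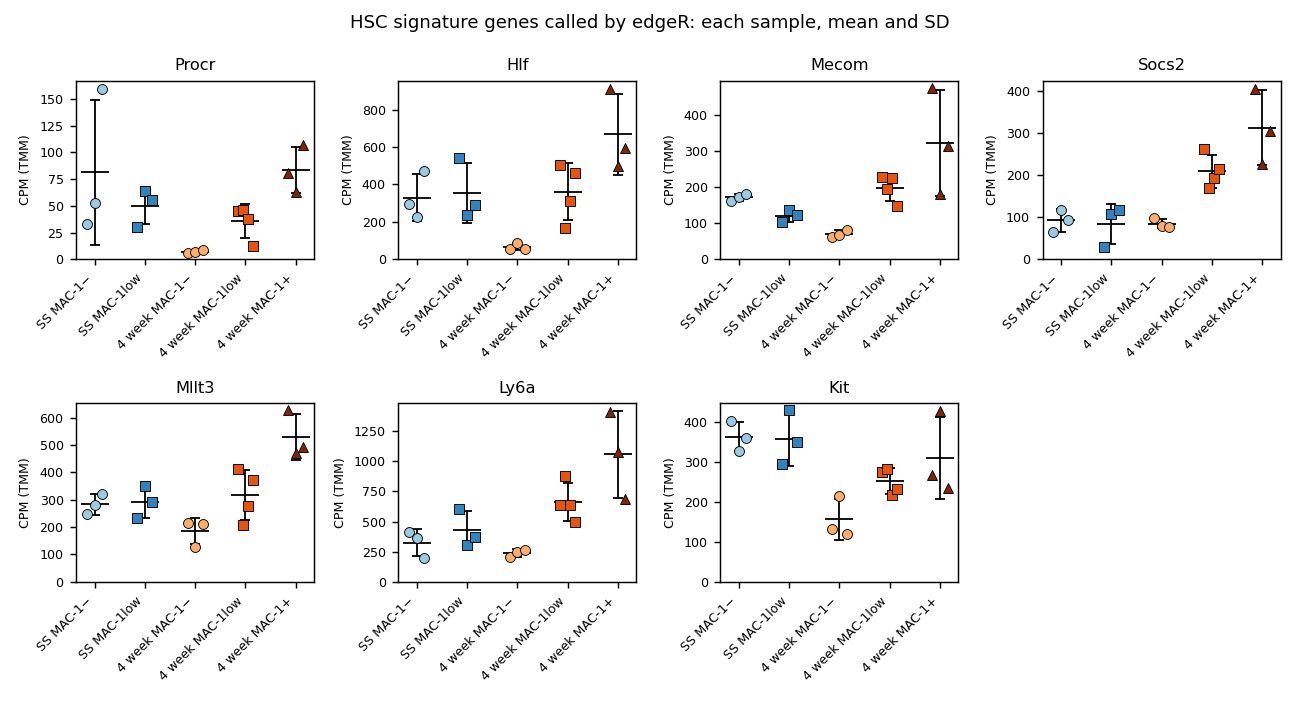
CPM after TMM scaling (y axis, starting at 0) of the 7 HSC signature genes called by edgeR in the 5 populations (x axis), where each point is a sample, the long bar the mean and the short bars 1 SD. In each panel the 4 week MAC-1+ samples lie above the 4 week MAC-1- samples.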

Of the 3,452 genes differentially expressed between the five HSC subpopulations (log2 fold change [FC] > 1, adjusted p value [padj] < 0.1), we identified several HSC signature genes that were stably expressed in SS HSCs and that progressively increased with elevated MAC-1 expression in the 4 week HSCs (*Mpl*, *Fgd5*, *Uba7*, *Procr*, *Glipr1l1*, *Nupr1*, *Hlf*, *Mecom*, *Socs2*, *Mllt3*, *Ly6a*, *Kit*), in line with the functional difference observed between 4 week MAC-1^−^ and 4 week MAC-1^+^ cells (Figure 3B). A similar trend was observed at the protein level for *Procr* (EPCR) and *Ly6a* (SCA1), while *Kit* showed an inverse correlation between mRNA and protein expression (Figure S3A). Furthermore, 4 week MAC-1^−^ HSCs expressed high levels of genes involved in megakaryocytic/erythroid lineage commitment (*Gata1*, *Mfsd2b*, *Klf1*, *Vwf*, *Itga2b*, *Pf4*, *Gp9*, *Gfi1b*) and low levels of the lymphoid and myeloid priming genes (*Flt3*, *Ets*, *Ikzf1*, *Notch2*, *CD86*, *Spi1*, *Gfi1*) (Figure 3B).

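The 8 megakaryocytic/erythroid genes all had a lower expression in 4 week MAC-1+ than in 4 week MAC-1- HSCs, with a median log2 fold change of -4.35, and in 7 of them, all but *Klf1*, the samples of both groups did not overlap, against a chance share of 10%. edgeR called 5 over all genes tested (*Gata1*, *Mfsd2b*, *Itga2b*, *Pf4* and *Gfi1b*) and 7 when adjusted over the list alone, and DESeq2 called 7. This list too was chosen on these samples, so neither the lack of overlap nor the count adjusted over the list alone is independent evidence. *Pf4* (ENSMUSG00000029373, chromosome 5, 90772435 to 90773383) had 4957 ± 1310.0 (SD, n = 3) CPM in 4 week MAC-1-, 545 ± 226 (SD, n = 4) in 4 week MAC-1 low and 129.8 ± 26.0 (SD, n = 3) in 4 week MAC-1+ HSCs (log2 fold change -5.25, standard error 0.43, adjusted p = 4.5e-05, edgeR), and *Itga2b* (ENSMUSG00000034664, chromosome 11, 102453297 to 102470122) had 53.8 ± 7.14, 8.67 ± 2.77 and 4.09 ± 2.49 CPM (log2 fold change -3.71, standard error 0.71, adjusted p = 0.0125, edgeR). The *Itga2b* call was lost without the filter on low counts (adjusted p = 0.137, with 2.94e-12 to 0.137 over the alternatives, edgeR, DESeq2 and limma-voom). *Gata1* (ENSMUSG00000031162, chromosome X, 7959260 to 7978071) had 418, 1340 and 690 counts in the 4 week MAC-1- samples and 0, 0 and 0 in the 4 week MAC-1+ samples. Its mean in 4 week MAC-1- HSCs was 264-fold above 3 counts per sample, a floor that allows for counting error only (adjusted p = 0.0468, edgeR). The adjusted p was 0.122, 0.145 and 0.153 without 4 week MAC-1+ replicate 1, 2 or 3 and 0.105 without 4 week MAC-1- replicate 2. That of *Mfsd2b* (0.0567, edgeR) was 0.170, 0.101 and 0.209 without 4 week MAC-1+ replicate 1, 2 or 3 and 0.106, 0.120 and 0.133 without 4 week MAC-1- replicate 1, 2 or 3, and that of *Gfi1b* (0.0940, edgeR) was 0.226, 0.272 and 0.243 without 4 week MAC-1+ replicate 1, 2 or 3, 0.113, 0.209 and 0.308 without 4 week MAC-1- replicate 1, 2 or 3, 0.130 without 4 week MAC-1 low replicate 3, 0.113 and 0.109 without SS MAC-1- replicate 1 or 3 and 0.135, 0.124 and 0.132 without SS MAC-1 low replicate 1, 2 or 3. The *Gfi1b* value was also 0.109 with DESeq2's size factors, 0.131 with the GC and length offset, 0.107 with limma-voom and 0.157 with the number of detected genes as a covariate, in a range of 0.00549 to 0.167. *Vwf* (0.164) passed without 4 week MAC-1+ replicate 1 (0.0660) and *Gp9* (0.176) without SS MAC-1 low replicate 2 (0.0889), both in edgeR. *Vwf* was 0.0226 with DESeq2 and 0.0279 with limma-voom (range 0.0226 to 0.399), and *Gp9* 0.00671 with DESeq2 and 0.0627 with limma-voom (range 0.00671 to 0.341). *Klf1* had an adjusted p of 0.675 with edgeR.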

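The lymphoid and myeloid priming genes were read as *Flt3*, *Ets1* (the text gives *Ets*, Figure 3B *Ets1*), *Ikzf1*, *Ikzf2* (from Figure 3B), *Notch2*, *Cd86*, *Spi1* and *Gfi1*. All 8 were higher in 4 week MAC-1+ than in 4 week MAC-1- HSCs, with log2 fold changes from 0.43 to 6.73, and 6 (not *Flt3* and *Ikzf1*) had no overlap between samples, where chance gives 10%. edgeR called 2 over all genes (*Ikzf2* and *Spi1*), 7 adjusted over the list alone, and DESeq2 6. As the study chose these genes on these samples, neither the lack of overlap nor the count over the list alone is independent evidence. *Spi1* (ENSMUSG00000002111, chromosome 2, 91082390 to 91115756) had 3.76 ± 3.35 (SD, n = 3) CPM in 4 week MAC-1- and 52.5 ± 5.24 (SD, n = 3) in 4 week MAC-1+ HSCs (log2 fold change 3.80, standard error 0.65, adjusted p = 0.00675, edgeR), and *Ikzf2* (ENSMUSG00000025997, chromosome 1, 69531214 to 69687245) had 68.6 ± 17.9 and 235 ± 31.8 CPM (log2 fold change 1.77, standard error 0.32, adjusted p = 0.0106, edgeR). *Spi1* was not called in a model of only those groups (adjusted p = 0.105, from 2.18e-11 to 0.105 over the alternatives, edgeR, DESeq2 and limma-voom). *Ikzf1*, with a log2 fold change of 0.43 (adjusted p = 0.753, edgeR), did not differ by more than the spread between replicates. *Gfi1* (1129, 835 and 2374 counts in 4 week MAC-1+ and 9, 0 and 82 in 4 week MAC-1- samples) and *Cd86* (54, 667 and 116 and 0, 11 and 0) varied widely between samples of 1 population. With DESeq2 *Gfi1* had an adjusted p of 0.0228 and with limma-voom 0.0141 (range 0.0141 to 0.399), *Cd86* had 0.0778 with DESeq2 (range 0.0778 to 0.593) and *Flt3* 0.0675 with DESeq2 (range 0.0675 to 0.741).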

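Between 4 week MAC-1+ and 4 week MAC-1- HSCs, edgeR called 151 genes higher and 187 lower in 4 week MAC-1+ out of 13661 genes tested, of which 1825 (13.4%) had an unadjusted p below 0.05. DESeq2 called 763 higher and 575 lower, sharing 318 of the 338 edgeR genes, and limma-voom 367 and 330. The number higher in 4 week MAC-1+ was 84 and 93 without 4 week MAC-1+ replicate 2 or 3 and 74, 81 and 75 without 4 week MAC-1- replicate 1, 2 or 3, and the number lower was 116 without 4 week MAC-1+ replicate 2 and 122 and 107 without 4 week MAC-1- replicate 1 or 2. An offset for GC content and gene length in each sample gave 232 genes in all where edgeR without it gave 338, with 104 lower in 4 week MAC-1+, and a model of only these samples gave 145. The tools were tested for this comparison on simulated counts of 13661 genes with the means and spread of these samples, in which 200 genes were changed by 3 on the log2 scale. edgeR made 55 calls, recovered 54 (27.0%) of the changed genes and made 1 false call. DESeq2 made 299, recovered 93 and had 206 false calls, and limma-voom made 39, with 38 recovered. With a dispersion of 0.1 times the estimate, edgeR had 18 false calls among 186 and recovered 84.0%, DESeq2 46 among 224 and 89.0%, and limma-voom 16 among 180 and 82.0%. Of the 1020 genes that DESeq2 alone called in the samples, 22.4% had a sample with 0 counts in the group where the gene was higher, against 0% of the 318 genes called by both. In counts before scaling, the samples of both groups did not overlap in 63.2% of the former and 95.0% of the latter. Genes called in this comparison are picked for such a separation, so the 10% that chance gives for unselected genes is no measure for them.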

The striking difference observed between 4 week MAC-1^−^ and MAC-1^+^ HSCs prompted us to further characterize these populations using an unbiased global approach. We therefore performed gene set enrichment analysis (GSEA) and found an enrichment for genes involved in MYC signaling, cell cycle, and oxidative phosphorylation in the MAC-1^−^ HSCs (Figure 3C). These are processes previously described to impair HSC function and therefore provide molecular support to our observation that MAC-1^−^ HSCs show lower engraftment capacity. 

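The MSigDB collections were not used here. Lists of genes for the same processes were tested with camera, which asks whether the genes of a set are higher or lower than all other genes tested, with a preset correlation between genes of 0.01, and adjusted over 18 sets. MYC target genes were lower in 4 week MAC-1+ than in 4 week MAC-1- HSCs (median log2 fold change -0.64 over 193 genes, 9.33% of them positive, adjusted p = 3.56e-22, limma's camera), as were genes of oxidative phosphorylation (median log2 fold change -0.82 over 76 genes, 2.63% of them positive, adjusted p = 2.68e-35, limma's camera), S phase (median log2 fold change -0.80 over 43 genes, 14.0% of them positive, adjusted p = 3.12e-09, limma's camera) and G2/M (median log2 fold change -0.54 over 54 genes, 22.2% of them positive, adjusted p = 1.86e-04, limma's camera). The median of all genes tested was 0.07. With each sample left out in turn, the median of MYC targets stayed between -0.68 and -0.60, that of oxidative phosphorylation between -0.88 and -0.71, that of S phase between -0.83 and -0.64 and that of G2/M between -0.72 and -0.48. The alternative that moved the G2/M median most was the number of detected genes as a covariate, with a G2/M median of -0.29. The adjusted p of these sets passed 0.05 in every alternative. In all, 17 of the 18 sets passed, among them 3 lists of genes the paper names, which the study chose on these samples and whose passing is not independent evidence. Without those lists and their genes, 14 of 15 sets passed. With a correlation estimated from the data 13 passed, and the B cell, erythroblast, monocyte/macrophage and immediate-early lists did not. With fry, which compares the samples within a set, the erythroblast list was lost and the erythroid set passed. With the preset correlation, other ways to split these samples into 3 and 3 also put 5 to 12 sets past the threshold, with a median of 9 over the 10 splits. The transcript of *Myc* itself did not differ (log2 fold change -0.22, adjusted p = 0.870, edgeR), and its sign turned with the GC and length offset (0.00422).

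**Figure D3:**
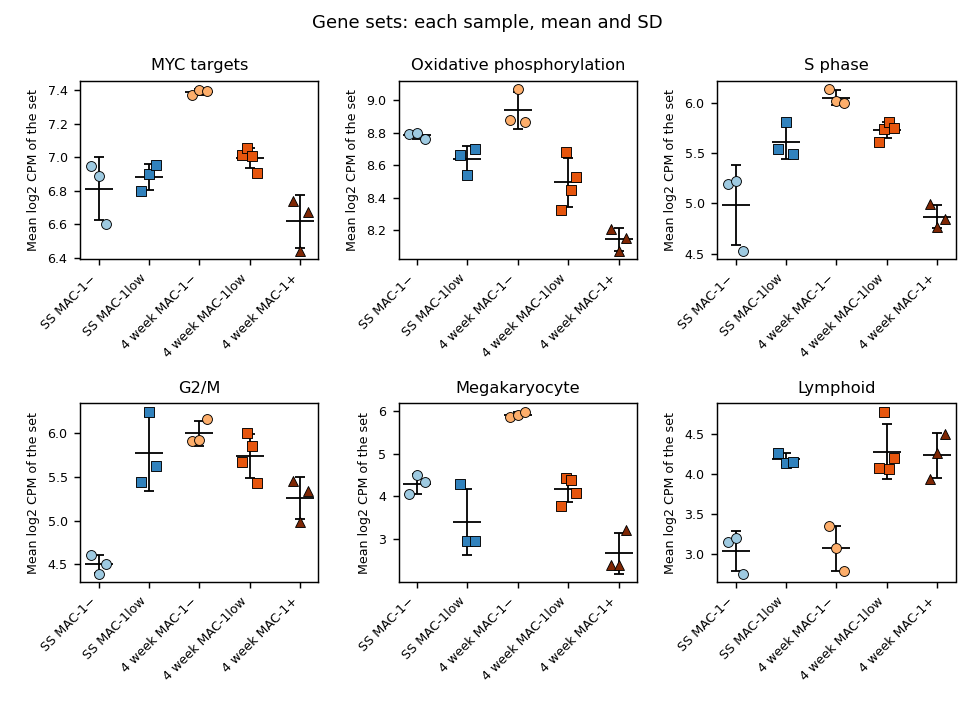
Mean log2 CPM (y axis, not starting at 0) over the genes of each set in the 5 populations (x axis), where each point is a sample, the long bar the mean and the short bars 1 SD. The 4 week MAC-1+ samples lie below the 4 week MAC-1- samples for MYC targets, oxidative phosphorylation, S phase, G2/M and megakaryocyte genes, and above them for lymphoid genes.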

MAC-1^−^ HSCs were also enriched for genes involved in megakaryocyte differentiation, while MAC-1^+^ HSCs were enriched for genes linked to myeloid and lymphoid differentiation. 

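Megakaryocyte genes were lower in 4 week MAC-1+ than in 4 week MAC-1- HSCs (median log2 fold change -2.03 over 40 genes, 17.5% of them positive, adjusted p = 6.58e-18, limma's camera). Their mean per sample was 5.91 ± 0.07 log2 CPM (SD, n = 3) in 4 week MAC-1- and 2.67 ± 0.47 (SD, n = 3) in 4 week MAC-1+ samples, and the median was between -2.56 and -1.89 with each sample left out. Lymphoid genes were higher in 4 week MAC-1+ HSCs (median log2 fold change 1.39 over 29 genes, 79.3% of them positive, adjusted p = 9.19e-06, limma's camera), with 4.23 ± 0.28 log2 CPM against 3.07 ± 0.28 in 4 week MAC-1- samples (SD, n = 3 each). Without 4 week MAC-1+ replicate 2 their median fell to 0.79 (adjusted p = 5.06e-05, limma's camera). Myeloid genes were higher as well (median log2 fold change 1.46 over 34 genes, 73.5% of them positive, adjusted p = 4.13e-04, limma's camera), with 3.62 ± 0.69 log2 CPM in 4 week MAC-1+ and 2.06 ± 0.43 in 4 week MAC-1- samples (SD, n = 3 each). Their median rested in part on 4 week MAC-1+ replicate 3, without which it was 0.50 (adjusted p = 0.00634, limma's camera). That sample had the highest value of all 16 for 11 of the 14 detected genes of a list of mature neutrophil genes. Each 4 week MAC-1+ sample was above each 4 week MAC-1- sample for the lymphoid and the myeloid set, and below for the megakaryocyte set. Against 4 week MAC-1 low HSCs, the lymphoid (median log2 fold change -0.03, adjusted p = 0.390, limma's camera) and myeloid sets (0.50, 0.204) did not pass, while the megakaryocyte set did (-0.81, 1.17e-06). The lymphoid mean was 4.27 log2 CPM in 4 week MAC-1 low and 4.18 in SS MAC-1 low samples. Between 4 week MAC-1+ and 4 week MAC-1- HSCs, the erythroid set did not pass (median log2 fold change -0.39, adjusted p = 0.0852, limma's camera). It passed without 4 week MAC-1 low replicate 1 (adjusted p = 0.0474, limma's camera), in a model of only the groups compared (0.00765) and with fry (0.0346), in a range of 0.00765 to 0.936, and without the filter on low counts its median was 0.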

Although our *in vivo* analyses of the MAC-1 subpopulations did not indicate a lineage bias, we wanted to investigate if these transcriptional signatures would reflect their immediate potential to produce megakaryocytes, erythrocytes, and myeloid cells *in vitro* by performing a colony-forming unit (CFU) analysis. We sorted cells from SS and 4 week mice and observed a small but significant increase in granulocyte/monocyte (GM) and a decrease in granulocyte/erythrocyte/monocyte/megakaryocyte (GEMMk) colonies formed from 4 week MAC-1^+^ HSCs (Figure 3D), suggesting that MAC-1^+^ cells have a preference to produce myeloid cells over erythroid or megakaryocytic cells *in vitro*. The more balanced output observed *in vivo* may indicate a functional difference in the long-term vs. immediate production of progeny inherent to these HSC subpopulations.

Our GSEA analysis had indicated that MAC-1^+^ regenerating HSCs are less cycling compared with their MAC-1^−^ counterparts. To confirm this, we performed cell-cycle analysis, which indeed revealed that MAC-1^+^ early regenerating HSCs are significantly more quiescent than MAC-1^−^ HSCs (Figures 3E and S3B). 

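For the S phase genes, the mean per sample was 6.05 ± 0.07 log2 CPM in 4 week MAC-1-, 5.73 ± 0.08 in 4 week MAC-1 low and 4.87 ± 0.11 in 4 week MAC-1+ HSCs (SD, n = 3, 4 and 3). For the G2/M genes it was 6.00 ± 0.14, 5.74 ± 0.25 and 5.26 ± 0.24. In both sets each 4 week MAC-1+ sample was below each 4 week MAC-1- sample, and chance leaves samples this few without overlap, in either direction, in 10% of cases. In SS HSCs, the S phase genes were at 4.98 ± 0.40 in SS MAC-1- and 5.61 ± 0.17 in SS MAC-1 low, and the G2/M genes at 4.50 ± 0.10 and 5.77 ± 0.42 log2 CPM (SD, n = 3 each). Of single genes, *Cdk6* (ENSMUSG00000040274, chromosome 5, 3341485 to 3531008), a kinase that promotes exit from quiescence, fell from 268 ± 34.6 (SD, n = 3) CPM in 4 week MAC-1- to 161 ± 36.3 (SD, n = 4) in 4 week MAC-1 low and 66.6 ± 25.1 (SD, n = 3) in 4 week MAC-1+ HSCs (log2 fold change -2.01, standard error 0.33, adjusted p = 0.00564, edgeR). The transcript of the proliferation marker *Mki67* did not differ by more than the spread between replicates (log2 fold change -0.56, standard error 0.41, adjusted p = 0.639, edgeR), nor did that of the cell-cycle inhibitor *Cdkn1c* (log2 fold change 0.35, standard error 1.64, adjusted p = 0.977, edgeR), whose direction reversed without 4 week MAC-1+ replicate 1 (log2 fold change -1.37) or 4 week MAC-1- replicate 1 (-0.11), and with limma-voom (-0.18).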

Importantly, this contrasts with the current notion that MAC-1 expression in HSCs is associated with increased cell cycling (Randall and Weissman, 1997). An important aspect of HSC function is the ability to transition between an activated state and quiescence. It has previously been shown that transplantation into irradiated recipients recruits the entire stem cell population into extensive proliferation (Takizawa et al., 2011). The less-cycling MAC-1^+^ population may thus represent the first HSCs to return to quiescence following regenerative stress. 

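*Hlf* (ENSMUSG00000003949, chromosome 11, 90336536 to 90390895) had 67.0 ± 17.5 (SD, n = 3) CPM in 4 week MAC-1-, 361 ± 153 (SD, n = 4) in 4 week MAC-1 low and 668 ± 215 (SD, n = 3) in 4 week MAC-1+ HSCs (log2 fold change 3.32, standard error 0.45, adjusted p = 0.00171, edgeR). Its log2 fold change stayed between 3.03 and 3.56 with each sample left out, and the call was kept in every alternative. SS HSCs had 329.6 ± 127 CPM without and 355 ± 161 CPM with low MAC-1. *Socs2* (ENSMUSG00000020027, chromosome 10, 95385362 to 95417180) had 84.6 ± 11.5 (SD, n = 3), 209 ± 39.3 (SD, n = 4) and 312 ± 88.8 (SD, n = 3) CPM in 4 week MAC-1-, 4 week MAC-1 low and 4 week MAC-1+ HSCs (log2 fold change 1.88, standard error 0.42, adjusted p = 0.0292, edgeR), and 92.0 ± 26.2 and 83.8 ± 47.5 CPM in SS MAC-1- and SS MAC-1 low HSCs. Its adjusted p was 0.126 and 0.127 without 4 week MAC-1- replicate 2 or 3, and it passed in the alternatives that kept all samples. For both genes each 4 week MAC-1+ sample was above each 4 week MAC-1- sample.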

In line with this, we found that *Socs2* and *Hlf*, both regulators of HSC quiescence during stress (Komorowska et al., 2017; Vitali et al., 2015), are expressed at higher levels in 4 week MAC-1^+^ HSCs (Figure 3B). Moreover, the adhesion molecules *Cxcr4*, *Alcam*, and *Notch2*, which are important for anchoring HSCs in their niche (Chitteti et al., 2014; Foudi et al., 2006; Jeannet et al., 2013; Nie et al., 2008; Wang et al., 2015), were all expressed at higher levels in 4 week MAC-1^+^ HSCs compared with both 4 week MAC-1^−^ and SS HSCs (Figure 3B). 

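Each 4 week MAC-1+ sample was above each 4 week MAC-1- sample for *Cxcr4*, *Alcam* and *Notch2*, where chance gives no overlap, counting both directions, for 10% of genes. edgeR called 0 of these 3 against 4 week MAC-1- over all genes tested and 3 when adjusted over the list alone, and DESeq2 3. The study chose the genes on these samples, so neither the lack of overlap nor the test over the list alone is independent evidence. Their unadjusted p were 0.0193, 0.00424 and 0.0152 in edgeR. *Cxcr4* (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293) had 176 ± 36.2 (SD, n = 3) CPM in 4 week MAC-1+, 60.3 ± 32.5 (SD, n = 3) in 4 week MAC-1-, 42.0 ± 26.0 in SS MAC-1- and 83.7 ± 43.4 in SS MAC-1 low HSCs. Its log2 fold change against 4 week MAC-1- was 1.54 (standard error 0.59, adjusted p = 0.256, edgeR), and against the mean of both SS populations 1.57 (adjusted p = 0.122, edgeR). The first adjusted p was 0.0753 with DESeq2 and 0.0507 with limma-voom (range 0.0193 to 0.425) and the latter 0.0285 with DESeq2, 0.0751 with limma-voom, 0.0978 with a stricter filter on low counts, 0.0264 without the filter on low counts and 0.0947 among protein-coding genes alone (range 0.00788 to 0.249). *Alcam* (ENSMUSG00000022636, chromosome 16, 52248996 to 52454074) had 88.2 ± 30.5 (SD, n = 3) CPM in 4 week MAC-1+, 4.95 ± 3.37 (SD, n = 3) in 4 week MAC-1-, 36.7 ± 47.1 in SS MAC-1- and 50.1 ± 43.4 in SS MAC-1 low HSCs. The log2 fold changes were 4.16 (standard error 1.23, adjusted p = 0.119, edgeR) and 1.04 (adjusted p = 0.676), and the first passed without SS MAC-1- replicate 2 (adjusted p = 0.0814, edgeR) or 3 (0.0534). It was 0.00261 with DESeq2, 0.0842 with limma-voom, 0.0856 with a stricter filter on low counts, 0.0720 with the number of detected genes as a covariate, 0.0954 in a model of only the groups compared and 0.0719 among protein-coding genes alone (range 0.00261 to 0.149). *Notch2* (ENSMUSG00000027878, chromosome 3, 98013527 to 98150361) had 53.0 ± 12.6 (SD, n = 3) CPM in 4 week MAC-1+, 18.7 ± 5.45 (SD, n = 3) in 4 week MAC-1-, 14.9 ± 5.12 in SS MAC-1- and 19.2 ± 6.74 in SS MAC-1 low HSCs. The log2 fold change was 1.50 against 4 week MAC-1- (standard error 0.55, adjusted p = 0.235, edgeR, and 0.00359 with DESeq2). Against the mean of both SS populations it was 1.65 and passed (adjusted p = 0.0775, edgeR), a call that was lost with an adjusted p of 0.256, 0.171 and 0.146 without 4 week MAC-1+ replicate 1, 2 or 3, 0.111 and 0.109 without 4 week MAC-1- replicate 1 or 2, 0.110 and 0.106 without 4 week MAC-1 low replicate 3 or 4, 0.136 and 0.111 without SS MAC-1- replicate 1 or 3 and 0.154 and 0.158 without SS MAC-1 low replicate 2 or 3. It was also lost with 0.170 with the GC and length offset, 0.106 with limma-voom, 0.334 without the filter on low counts, 0.237 in a model of only the groups compared and 0.121 among protein-coding genes alone, in a range of 1.35e-04 to 0.334. Against single SS populations none of the 3 passed in edgeR (adjusted p from 0.125 to 0.877), and all fold changes were positive. With DESeq2, *Cxcr4* (0.00907) and *Notch2* (2.53e-04) passed against SS MAC-1- and *Notch2* against SS MAC-1 low (0.00825). *Cxcr4* against SS MAC-1- also had an adjusted p of 0.0942 with a stricter filter on low counts, 0.0238 without the filter on low counts and 0.0883 among protein-coding genes alone (range 0.00706 to 0.317), and over the alternatives *Notch2* ran from 2.53e-04 to 0.509 against SS MAC-1- and from 0.00825 to 0.688 against SS MAC-1 low.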

To explore the possibility of a compensatory expression of other adhesion molecules than MAC-1 in the *Itgam* KO mouse, we analyzed the expression of CD18, CXCR4, and CD166 (*Alcam*) in WT and KO littermates but did not observe any significant difference in the expression of these proteins (Figure S3C).

It has been demonstrated that HSC functionality is strongly linked to divisional history where the number of divisions negatively correlates with long-term reconstitution potential (Qiu et al., 2014; Wilson et al., 2008). 

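The published lists of low or high output and of divisional history were not analysed here. Among the genes called between 4 week MAC-1+ and 4 week MAC-1- HSCs with a mean of at least 50 normalized counts and no overlap between samples, those with the largest fold change in each direction are named, 5 each way. Higher in 4 week MAC-1+ HSCs were *Wfdc21*, *Ms4a4b*, *P2ry10* and *Fam184a*, each with 0 counts in all 4 week MAC-1- samples, and *Slc16a12*. Against 3 counts per sample, the means of *Wfdc21*, *Ms4a4b*, *P2ry10* and *Fam184a* in 4 week MAC-1+ samples were 331-fold, 177-fold, 108-fold and 63.2-fold higher. These ratios of means allow for counting error only. They are not lower bounds, since a gene can be missed in a whole sample by chance. *Fam184a*, for one, had 1.38, 12.1 and 17.0 CPM in the 4 week MAC-1+ samples. *Slc16a12* (ENSMUSG00000009378, chromosome 19, 34668403 to 34747289) had 52.2 ± 39.0 (SD, n = 3) CPM in 4 week MAC-1+ and 0.0201 ± 0.0349 (SD, n = 3) in 4 week MAC-1- HSCs (adjusted p = 0.0186, edgeR, and 0.105 without 4 week MAC-1- replicate 2). *Fam184a* had an adjusted p of 0.0281 in edgeR (0.114 without 4 week MAC-1- replicate 2, 0.138 in a model of only the groups compared, range 9.22e-07 to 0.138). *Wfdc21*, which also stands in a list of mature neutrophil genes, had an adjusted p of 0.0998 in edgeR, and 0.127, 0.179 and 0.223 without 4 week MAC-1+ replicate 1, 2 or 3, 0.257, 0.279 and 0.275 without 4 week MAC-1- replicate 1, 2 or 3, 0.103 without 4 week MAC-1 low replicate 3, 0.129 and 0.115 without SS MAC-1- replicate 2 or 3 and 0.137, 0.135 and 0.121 without SS MAC-1 low replicate 1, 2 or 3. Over the alternatives it ran from 1.36e-04 to 0.235, and it was 0.105 with DESeq2's size factors, 0.114 with the GC and length offset and 0.162 with the number of detected genes as a covariate. *Ms4a4b* had 0.0763, and 0.137, 0.149 and 0.140 without 4 week MAC-1+ replicate 1, 2 or 3, 0.204, 0.228 and 0.219 without 4 week MAC-1- replicate 1, 2 or 3, 0.111 without 4 week MAC-1 low replicate 4 and 0.102 without SS MAC-1- replicate 1. Over the alternatives it ran from 4.47e-05 to 0.322, and it was 0.126 with the number of detected genes as a covariate. *P2ry10* had 0.0910, and 0.128, 0.152 and 0.174 without 4 week MAC-1+ replicate 1, 2 or 3, 0.238, 0.263 and 0.256 without 4 week MAC-1- replicate 1, 2 or 3, 0.121 and 0.111 without 4 week MAC-1 low replicate 2 or 3, 0.127, 0.109 and 0.103 without SS MAC-1- replicate 1, 2 or 3 and 0.115 without SS MAC-1 low replicate 1. Over the alternatives it ran from 6.61e-05 to 0.133, and it was 0.106 with the GC and length offset and 0.109 with counts thinned to the smallest total. Lower in 4 week MAC-1+ HSCs were *Gp1bb* and *Clu*, with 0 counts in all 4 week MAC-1+ samples, *Gata1*, *Tuba8* and *P2ry1*. *Gp1bb* (ENSMUSG00000050761, chromosome 16, 18620317 to 18622403) had 119.7 ± 20.7 (SD, n = 3) CPM in 4 week MAC-1- HSCs, a mean 799-fold above 3 counts per sample (adjusted p = 0.00661, edgeR), and the call was kept with each sample left out. The mean of *Clu* in 4 week MAC-1- HSCs was 196-fold above 3 counts per sample (adjusted p = 0.0457, edgeR, and 0.117, 0.141 and 0.149 without 4 week MAC-1+ replicate 1, 2 or 3 and 0.108 and 0.107 without 4 week MAC-1- replicate 1 or 3). *Tuba8* had an adjusted p of 0.0353 in edgeR, and 0.124, 0.148 and 0.148 without 4 week MAC-1+ replicate 1, 2 or 3. Over the alternatives it ran from 9.65e-07 to 0.125, and it was 0.125 without the filter on low counts. *P2ry1* had 0.0712, and 0.204, 0.202 and 0.241 without 4 week MAC-1+ replicate 1, 2 or 3 and 0.167, 0.131 and 0.127 without 4 week MAC-1- replicate 1, 2 or 3. Over the alternatives it ran from 5.31e-06 to 0.283, and it was 0.283 without the filter on low counts.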

We compared the differentially expressed genes between 4 week MAC-1^+^ and MAC-1^−^ HSCs with datasets of HSCs with a different historic contribution to mature blood (Rodriguez-Fraticelli et al., 2020) or with a different divisional history (Bernitz et al., 2020). We found a specific and significant overlap between genes upregulated in 4 week MAC-1^+^ HSCs and genes upregulated in HSCs with low progeny output (representation factor 3.8; p < 0.001) as well as with genes downregulated with divisional history (representation factor 6; p < 0.001). Inversely, genes upregulated in 4 week MAC-1^−^ HSCs overlapped with genes upregulated in HSCs with high progeny output (representation factor 3.7; p < 0.001) and high divisional history (representation factor 5.4; p < 0.001) (shaded sectors in Figure 3F). Of note, the gene sets representing divisional history had been depleted of cell-cycle-related genes, suggesting that the molecular similarity with 4 week MAC-1^−^ HSCs goes beyond the cell-cycle state. In conclusion, our transcriptional analysis shows that MAC-1 marks a population of more quiescent HSCs and indicates that MAC-1 expression in regenerating HSCs may correlate with mitotic history.

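Over all 5 populations, the mean of the MYC targets per sample was 6.81 ± 0.19 log2 CPM in SS MAC-1-, 6.88 ± 0.08 in SS MAC-1 low, 7.39 ± 0.02 in 4 week MAC-1-, 7.00 ± 0.06 in 4 week MAC-1 low and 6.62 ± 0.16 in 4 week MAC-1+ HSCs (SD, n = 3, 3, 3, 4 and 3). For oxidative phosphorylation it was 8.78 ± 0.02, 8.64 ± 0.08, 8.94 ± 0.11, 8.49 ± 0.15 and 8.14 ± 0.07. A list of 40 other HSC genes, without the 12 of Figure 3B, was higher in 4 week MAC-1+ than in 4 week MAC-1- HSCs (median log2 fold change 0.93, 82.5% of genes positive, adjusted p = 2.25e-07, limma's camera), and its median was 0.69 to 1.04 with each sample left out. From its transcriptional analysis, the paper concludes that the HSCs marked by MAC-1 are more quiescent, and it proposes that MAC-1 on regenerating HSCs is linked to their mitotic history.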

### MAC-1 expression delimits functionally distinct HSC subsets following 5-FU treatment

Finally, we sought to investigate if the correlation between MAC-1 expression, cell-cycle status, and HSC function was specific to regeneration post-transplantation or a general feature in response to severe stress. To this end, we analyzed MAC-1 expression in LS-SLAM HSCs at various time points after 5FU treatment, a chemotherapeutic agent known to cause myeloablation and rapid HSC activation. We observed that MAC-1 expression peaks 8 days after 5FU, with levels normalizing back to SS levels at day 14 (Figures 4A and 4B). Similar to our observations after transplantation, we could identify a small but significant transient population of MAC-1^+^ HSCs after 5FU treatment. When investigating how cell cycle correlated with the expression of MAC-1, we found that the vast majority of all MAC-1 HSC subsets were actively cycling after 5 days (Figure 4C). Strikingly, however, at day 8 following 5FU treatment, we found that the MAC-1^+^ HSCs displayed a significantly higher fraction of cells in G0, indicating that this subset had a propensity for a quicker return to a quiescent state.

**Figure 4:**
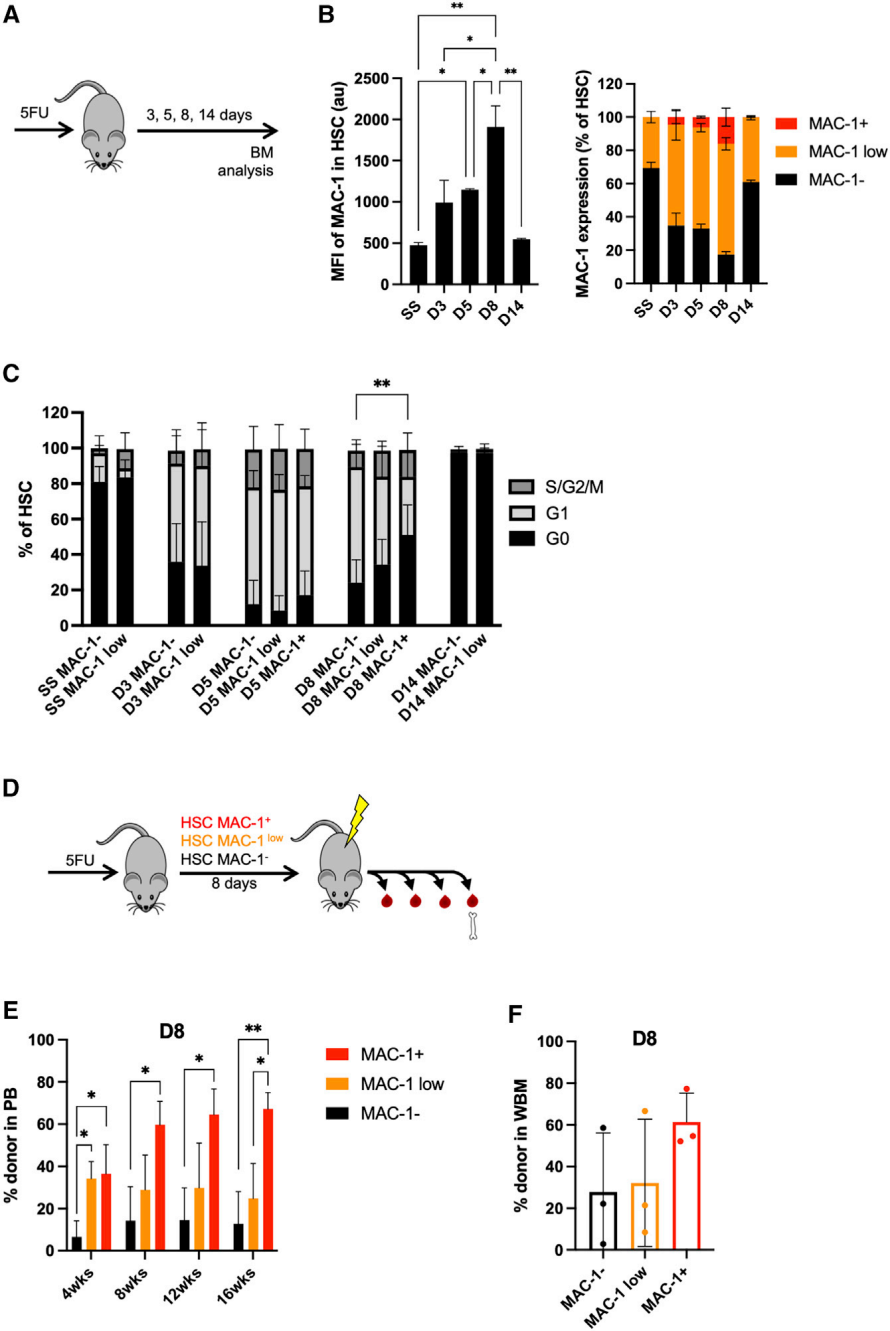
MAC-1 expression during recovery phase after 5FU (A) Experimental setup of BM analysis after 5FU intravenous (i.v.) injections. (B) MAC-1 expression in LS-SLAM HSCs after 5FU treatment. Mean fluorescence intensity (MFI; left) and proportion of HSCs being MAC-1^−^, MAC-1^low^, and MAC-1^+^ (right) (n = 2–4 mice). (C) Cell-cycle analysis of SS HSCs and HSCs 3, 5, 8, and 14 days after 5FU. Data pooled from 2 experiments (n = 3–7 mice). (D) 8 days after 5FU, HSCs were sorted based on MAC-1 expression and transplanted to irradiated recipients (200 HSCs/recipient). (E and F) Engraftment over time in PB (E) and BM (F) from experiment described in (D) (n = 3 mice). Data are represented as mean ± SD. Statistical significance was determined using one-way ANOVA in combination with Turkey’s multiple comparisons test (∗p < 0.05 and ∗∗p < 0.01).

Finally, to assess whether MAC-1 expression delimits functionally different HSC subsets also in the context of 5FU exposure, we sorted and transplanted 200 HSCs based on their MAC-1 expression 8 days following 5FU treatment (Figure 4D). Again, MAC-1^+^ HSCs had significantly higher long-term reconstitution in peripheral blood compared with MAC-1^low^ and MAC-1^−^ HSCs (Figure 4E). Analysis of the bone marrow after 16 weeks displayed a similar trend (Figure 4F). We conclude that MAC-1 expression is highest in a small subset of more quiescent HSCs following severe stress, thereby demarcating cells with a distinct functional advantage over cells with lower MAC-1 expression.

## Discussion

In this article, we present evidence that MAC-1 upregulation is a common feature in HSCs as a response to severe mitotic stress. 5FU treatment and transplantation after radiation conditioning induce cycling of a vast majority of or the entire HSC population (Takizawa et al., 2011; Wilson et al., 2008). We demonstrate that both these stressors induce a transient increase of MAC-1 expression in HSCs. From a practical standpoint, this emphasizes the importance of not excluding MAC-1-expressing cells when staining for HSCs using lineage markers in combination with HSC-specific markers or during a lineage-depletion enrichment step.

Conventionally, increased MAC-1 expression has been thought to reflect activated and the most rapidly cycling HSCs. In contrast to this notion, our findings may suggest that HSCs with the highest MAC-1 expression constitute a small subpopulation that has returned to quiescence after extensive proliferation. Not only were regenerating MAC-1^+^ HSCs more quiescent than their MAC-1^−^ counterparts, but our transcriptomic analysis also revealed that genes upregulated in MAC-1^+^ cells were overlapping with gene sets both from HSCs with low historic progeny output and with low divisional history. Although not formally demonstrated by our data, it is tempting to speculate that the MAC-1^−^ HSCs have been the main contributors to the initial phase of hematopoietic regeneration, and thereby are the first to become exhausted, while MAC-1 is expressed by HSCs that primarily have divided symmetrically to expand the stem cell pool. These HSCs with low mitotic history may upregulate a battery of adhesion molecules, including MAC-1, thereby enhancing their homing ability and facilitating interactions with specific niches in the bone marrow that favor quiescence and preserve HSC function.

Using a conventional KO mouse model, we here demonstrate that the increase in expression of MAC-1 is not required per se for efficient HSC engraftment and regeneration. This does not exclude, however, that it acts together with other adhesion molecules with partially overlapping functions. Indeed, we detected increased levels of *Notch2*, *Cxcr4*, and *Alcam*, all with described functions in HSC niche interaction and quiescence (Chitteti et al., 2014; Foudi et al., 2006), in cells with the highest MAC-1 expression after transplantation. Interestingly, the expression of these adhesion molecules was higher in 4 week MAC-1^+^ HSCs also compared with SS HSCs. This could be due to alterations in the niche itself as a result of radiation damage (Cao et al., 2011), or that high expression of these adhesion molecules is particularly critical during engraftment.

The HSC pool is heterogeneous in reconstitution potential as well as lineage output and is subject to change with age and external signals. In contrast to HSCs from adult bone marrow, fetal liver (FL)-HSCs show a high reconstitution potential in combination with extensive proliferation and a metabolism driven mainly by oxidative phosphorylation. Recent publications have identified molecular (Li et al., 2020), as well as functional heterogeneity (Gao et al., 2022), also within the FL-HSC compartment. Although it is well established that FL-HSCs broadly express MAC-1 (Morrison et al., 1995), it would be interesting investigate in more detail if there are functionally distinct subsets of FL-HSCs displaying differential MAC-1 expression levels, similar to what we have observed for adult stressed HSCs.

To summarize, we demonstrate that differences in cell cycle and transcriptional profile between regenerating MAC-1^−^ and MAC-1^+^ HSCs correlate with functional capacity *in vivo*, assessed in secondary and tertiary transplantations, as well as in transplantation after 5FU treatment. Our findings enable the identification and purification of long-term reconstituting HSCs during active regeneration, without the use of genetically modified mouse models or other compromising labeling techniques, and may give new insights into mechanisms regulating maintenance of HSCs and their return to quiescence following regenerative stress.

## Experimental procedures

### Resource availability

#### Corresponding author

For further information, please contact Jonas Larsson ().

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

RNA sequencing (RNA-seq) data are available at the NCBI GEO repository with accession number GEO: GSE223648.

### Mice

Animals were housed in ventilated racks with free access to autoclaved food and water at the Biomedical Center, Lund University. All experiments were approved by the Lund University Animal Ethical Committee (permit 8042/2020). LY5.1 (B6SJL) and F1 (B6SJL x C57Bl/6) mice were obtained from in-house breeding. LY5.2 (C57Bl/6NTac) mice were obtained from Taconic. Conventional KO mice B6.129S4-*Itgam*^*tm1Myd*^*/*J (*Itgam*^−/−^*)* and LY5.2 (C57Bl/6J) were obtained from Jackson. F1 offspring were bred to obtain *Itgam*^−/−^ and *Itgam*^+/+^ littermates used for bone marrow analyses and competitive transplantation. UBC-GFP mice (C57BL/6-Tg(UBC-GFP)30Scha/J) were obtained from Jackson.

### Peripheral blood and bone marrow preparation

Peripheral blood from tail vein was collected in Microvette tubes (Sarstedt). Before antibody staining, erythrocytes were lysed with NH_4_Cl (STEMCELL Technologies). Bone marrow cells were obtained by crushing femur, tibia, iliac, spine, and sternum using a mortar and pestle, and the cell suspension was filtered through a 40 μm cell strainer. For cKIT enrichment, anti-cKIT magnetic beads were used together with MACS LS columns (Miltenyi Biotec). For lineage depletion, biotinylated antibodies against GR-1, CD3e, B220, TER119 (Biolegend) were used in combination with anti-biotin microbeads (Miltenyi Biotec), followed by separation using MACS LS columns.

### Flow cytometry analysis and cell sorting

For transplantation experiments described in Figures 1C and 2D, LSK cells were sorted from cKIT-enriched bone marrow cells stained with CD3e-PECy5 (145-2C11); B220-PECy5 (RA3-6B2); GR1-PECy5 (RB6-8C5); TER119-PECy5 (TER-119); NK1.1-PECy5 (PK136); and SCA1-BV421 (D7), all from BioLegend, and cKIT-APC-eFluor780 (2B8, eBioscience). HSCs (LSK, CD48^−^, CD150^+^) were sorted from cKit-enriched bone marrow cells stained with the antibodies above together with CD48-APC (HM48-01, BioLegend), CD150-PECy7 (TC15-12F12.2, BioLegend), and CD11B-fluorescein isothiocyanate (FITC; M1/70, BioLegend). CD45.1-PE (A20, BioLegend) was used to label donor cells in experiment described in Figure 1C and, in combination with CD45.2-BV785 (104, BioLegend), in experiments described in Figures 2D and 4D.

For transplantation experiment described in Figure 4D, HSCs (Lin^−^, SCA1^+^, CD48^−^, CD150^+^) were sorted from lineage-depleted bone marrow cells stained with the antibodies described above. For transplantations using UBC-GFP mice, the following antibodies were used: CD3e-PECy5; B220-PECy5; GR1-PECy5; TER119-PECy5; NK1.1-PECy5; SCA1-BV421; cKIT-APC-eFluor780; CD48-PE; CD150-PECy7; CD11B-BV785; and EPCR-APC (RCR-16, BioLegend). Cells were sorted on FACS Aria III or FACSymphony (BD).

Whole bone marrow (WBM) staining for myeloerythroid progenitor populations (Pronk et al., 2007) was done using CD3e-PECy5; B220-PECy5; GR1-PECy5; TER119-PECy5; NK1.1-PECy5; SCA1-BV421; cKIT-APC-eFluor780; and CD150-PECy7 as described above, in combination with CD41-FITC (MWReg30, BD Biosciences), CD16/32-APC (93, BioLegend), and CD105-PE (MJ7/18, Santa Cruz). Dead cells were excluded from all BM sorts and analyses using 7-aminoactinomycin D (7AAD).

Peripheral blood was stained using CD45.1-FITC; CD45.2-PE; B220-APC; CD3e-APC; B220-PECy5; CD11B-PECy5; and GR1-PECy5. Blood from mice transplanted with GFP cells were either stained using CD41-PE and TER119-PECy5 before red blood cell lysis or after lysis using B220-APC, CD3e-APC, B220-PECy5, CD11B-PECy5, and GR1-PECy5. In Figure S3C, the following antibodies were used: CD166-PE (eBioALC48, eBioscience), CXCR4-BV421 (L276F12, BioLegend), and CD18-FITC (M18/2, BioLegend). Cells were analyzed on LSRFortessa or LSRFortessa X-20 (BD).

All analysis was performed using FlowJo software (Tree Star).

### Transplantations

For serial transplantations described in Figures 1C, 8,000 LSK cells from LY5.1 mice were sorted and transplanted into lethally irradiated (900 cGy) LY5.2 primary recipients together with 2 × 10^5^ WBM from LY5.2 mice. From these primary recipients, 200 LY5.1 HSCs were sorted based on MAC-1 expression and transplanted into LY5.2 secondary recipients together with 2 × 10^5^ WBM from LY5.2 mice. 2 × 10^6^ WBM cells were transplanted to tertiary LY5.2 recipients. For transplantation of SS HSCs, 200 LY5.1 HSCs were sorted based on MAC-1 expression and transplanted into LY5.2 primary recipients together with 2 × 10^5^ WBM from LY5.2 mice. For transplantation of equivalent cell numbers of MAC-1^low^ and MAC-1^-^ HSCs to 200 MAC-1^+^ HSCs (Figure S1D), we sorted the three populations at the same time and subsequently transplanted the same proportion of each collected sample using 200 MAC-1^+^ HSCs as reference.

For transplantations in Figures S1E–S1H, 8,000 LSK cells from UBC-GFP mice were sorted and transplanted to primary LY5.2 recipients together with 2 × 10^5^ WBM from LY5.2 mice. From these primary recipients, 200 ESLAM HSCs were sorted and transplanted to LY5.2 recipients together with 2 × 10^5^ WBM from LY5.2 mice. For transplantations in Figures S1I and S1J, 8,000 LSK cells from UBC-GFP mice were sorted and transplanted to primary LY5.2 recipients together with 2 × 10^5^ WBM from LY5.2 mice. From these primary recipients, we sorted 4 week non-LSK SLAM cells based on MAC-1 expression and transplanted the equivalent dose of each population to that of 200 MAC-1^+^ LSK SLAM HSCs to secondary LY5.2 recipients together with 2 × 10^5^ WBM from LY5.2 mice. For transplantations described in Figure 2D, 4,000 LSK cells from LY5.2 *Itgam* WT or KO mice and 4,000 LY5.1 competitor LSK cells were transplanted together with 2 × 10^5^ WBM F1 support into F1 primary recipients. Equal numbers (either 100 or 300) of LY5.1 and LY5.2 HSCs were sorted from the same primary recipient and transplanted to F1 secondary recipients.

For transplantations described in Figure 4D, 200 HSCs from control and 5FU-treated LY5.1 mice were sorted and transplanted into lethally irradiated (900 cGy) F1 recipients together with 2 × 10^5^ WBM from F1 mice.

### Fluorescence microscopy

HSCs were stained as described for Figure 1C but with CD11B conjugated to AF488 instead of FITC and sorted onto Polysine glass slides. Cells were fixed immediately with BD Cytofix/Cytoperm Fixation for 20 min, washed with PBS, and mounted with Fluoromount aqueous mounting medium (Sigma-Aldrich). The slides were analyzed using a Zeiss 780 confocal laser scanning microscope.

### qPCR

250 or 500 HSCs were sorted into 8 μL lysis buffer (0.4% NP40, 65 μM dNTP, 2.3 mM DTT, 1.2 mM RNAseOut). cDNA synthesis followed directly by 10 cycles of targeted preamplification was done using CellsDirect Kit (Invitrogen, #11753100) with pooled gene-specific TaqMan probes (*Actb*: Mm01205647_g; *Itgam*: Mm00434455_m1; *Itgb2*: Mm00434513_m1) (Thermo Fisher Scientific). 4 μL preamplified cDNA was used for the downstream qPCR using Taqman gene expression master mix (Thermo Fisher Scientific, #4369016) together with the individual probes listed above and run on 7900HT Fast Real-Time PCR system (Applied Biosystems). Gene expression levels were normalized to the house-keeping gene *ActB* and adjusted to 1 for the SS MAC-1^−^ samples.

### RNA sequencing and analysis

400–600 HSCs/sample were sorted into 10 μL PBS + RNAse inhibitor and snap frozen at −80°C. cDNA synthesis and amplification were done using SMART-Seq v.4 (Takara) and AMPure XP (Beckman Coulter) according to manufacturer instructions. For concentration measurements and size quality controls, Qubit dsDNA HS (Thermo Fisher Scientific) and Bioanalyzer High Sensitivity DNA analysis (Agilent) were used. Library preparation was done using Nextera XT DNA library prep kit (Illumina) according to manufacturer instructions except for library normalization, which was based on Qubit concentration measurements in combination with Bioanalyzer mean library size measurements as follows: molarity (nM) = (ng/μL × 10^6^)/(649 × average library size (bp)). Before pooling, each library was diluted to 2 nM. Sequencing was done using NextSeq 500 High output v.2, 150 cycles (Illumina).

Reads were analyzed using the RNA-seq pipeline v.1.4.2 and the STAR alignment in the Nextflow nf-core pipeline (Ewels et al., 2020). Variably expressed genes were found by calculating the variance from a fitted means using DESeq2 normalized data (http://pklab.med.harvard.edu/scw2014/subpop_tutorial.html). PCA was performed using data from the top 1,000 variable genes using the prcomp function in R. Differentially expressed genes were identified using the R package DESeq2 with padj <0.1 and log2FC >1 as thresholds. GSEA was performed by computing overlaps with our dataset and MSigDB gene sets using the GSEA software tool from Broad Institute (Subramanian et al., 2005). Venn diagrams were created using Venny 2.1 (https://bioinfogp.cnb.csic.es/tools/venny/index.html). Overlap in gene expression between two gene sets (RF) were calculated accordingly in combination with normal approximation probability:

RF = x/((n^∗^D)/N), where

x = # of genes in common between groups

n = # of genes in group 1

D = # of genes in group 2

N = # of total genes, in this case 25,000 (estimate of protein coding genes)

### Cell-cycle analysis

cKIT enriched (SS and after transplantation) or WBM cells (after 5FU) stained with HSC markers were fixed using BD Cytofix/Cytoperm Fixation and Permeabilization Kit (BD), permeabilized in 0.25% Triton X-100 and stained with anti-KI67 antibody and DAPI. Cells were analyzed on FACS LSRII on low flow rate and an acquisition rate below 1,000 events/s.

### Colony assay

50 HSCs were sorted into SFEM (STEMCELL Technologies), transferred to 1.5 mL MethoCult (M3434, STEMCELL Technologies), and cultured for 13 days in a 35 mm culture dish at 37°C, 5% CO_2_. Single colonies were transferred to PBS, vortexed, washed, and stained with CD41-PE, TER119-PECy7, GR1-FITC, and CD11B-APC and analyzed on FACS Fortessa. Colony type was based on the following criteria: GM (CD11B > 95%); GEMM (95% > CD11B > 5%, TER119 > 1%, CD41 > 1%); GMMk (95% > CD11B > 5%, TER119 < 1%, CD41 > 1%); and EMk (5% > CD11B, TER119 > 1%, CD41 > 1%).

### Statistical analysis

Results are expressed as mean, and error bars represent SD. Statistical significance was determined using two-tailed unpaired Student’s t test or one-way ANOVA in combination with Turkey’s multiple comparisons test (^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001). Statistical analysis was performed with GraphPad Prism9 software.

## Author contributions

A.R. and J.L. planned and designed the experiments with input from E.M., V.S., and K.M. A.R. performed all experiments with assistance from E.M., J.S., and V.S. S.S. performed the bioinformatic analysis with assistance from A.R. A.R. and J.L. wrote the manuscript with input from EM.

# Supplementary material for: MAC-1 marks a quiescent and functionally superior HSC subset during regeneration
**Source:** Stem Cell Reports. 2023 Mar 2;18(3):736–48. doi: 10.1016/j.stemcr.2023.01.014
**Supplement:** Document S1. Figures S1–S3

**Stem Cell Reports, Volume 18**

**Supplemental Information**

**MAC-1 marks a quiescent and functionally superior HSC subset during regeneration**

**Anna Rydström, Els Mansell, Valgardur Sigurdsson, Julia Sjöberg, Shamit Soneji, Kenichi Miharada, and Jonas Larsson**

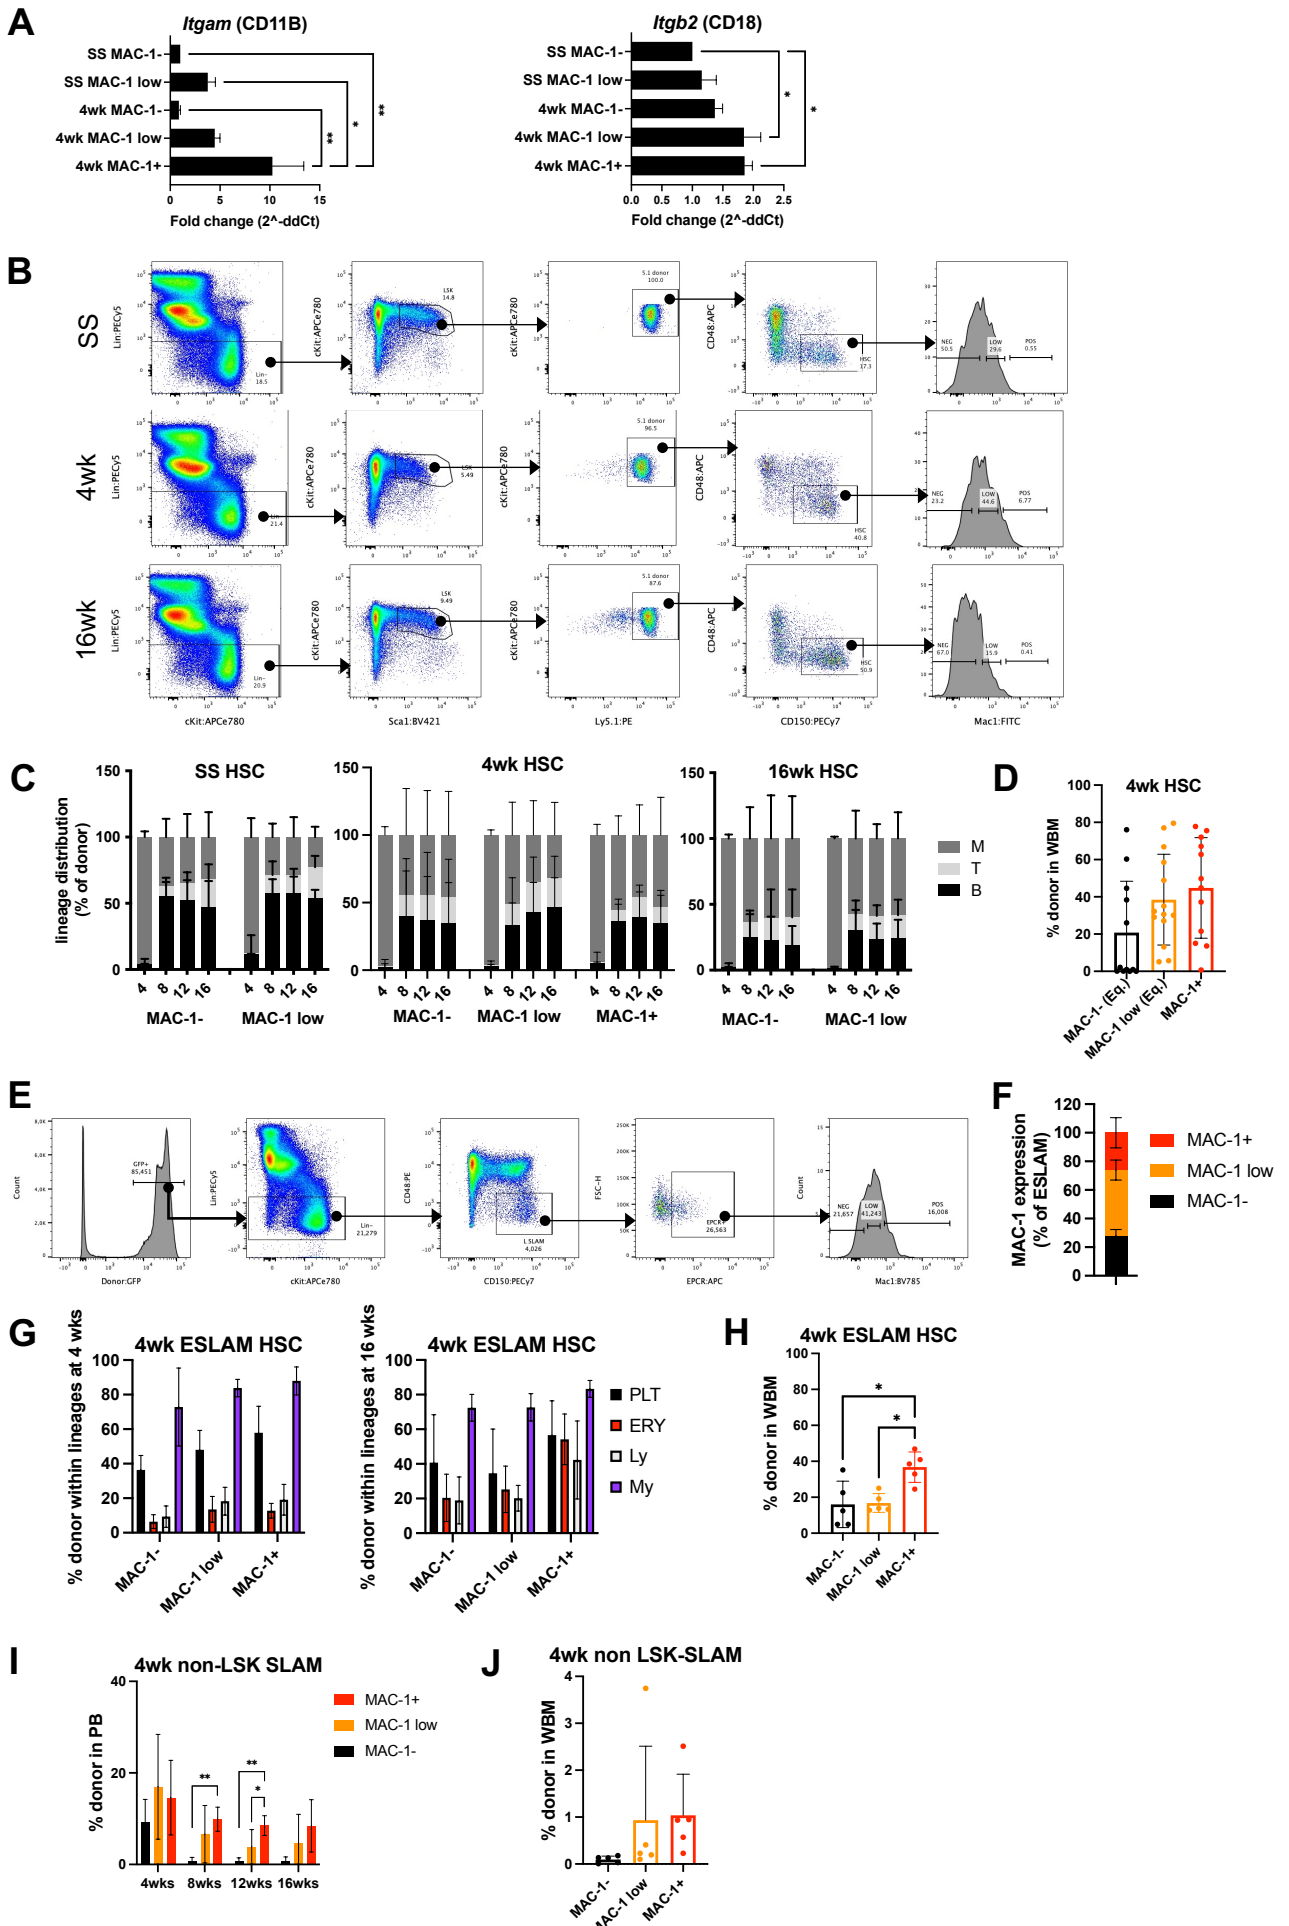

Figure S1

**Figure S1. BM and PB analysis after transplantation. Related to Figure 1.**

(A) Gene expression analysis by qPCR of *Itgam* and *Itgb2* in SS and 4wk HSCs sorted based on MAC-1 expression. Data are represented as mean  $\pm$  SD. (n=3 mice). Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test (\*p<0.05), (\*\*p<0.01). (B) Representative dot plots of FACS of LSK SLAM HSCs from SS mice and from mice 4 or 16 weeks after transplantation. (C) Lineage output over time in donor PB shown in Figure 1D. Data are represented as mean  $\pm$  SD. (D) Engraftment in BM 16 weeks after transplantation of equivalent cell numbers to 200 MAC-1<sup>+</sup> HSCs. The MAC-1<sup>+</sup> bar is the same as in (Figure 1E). Data pooled from 2 experiments (n=12-14 mice). Data are represented as mean  $\pm$  SD. (E) Representative dot plots of FACS of ESLAM HSCs from mice 4 weeks after transplantation. (F) Proportion of HSCs in (E) being MAC-1<sup>-</sup>, MAC-1<sup>low</sup> and MAC-1<sup>+</sup>. (G) Engraftment of 4wk ESLAM HSCs at 4 and 16 weeks in PB and at 16 weeks in BM (H). (n=5 mice for F-H). Data are represented as mean  $\pm$  SD. Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test (\*p<0.05), (\*\*p<0.01). (I) Engraftment over time in donor PB and BM (J) after transplantation of 4wk non-LSK SLAM cells. (n=5 mice). Data are represented as mean  $\pm$  SD. Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test (\*p<0.05), (\*\*p<0.01).

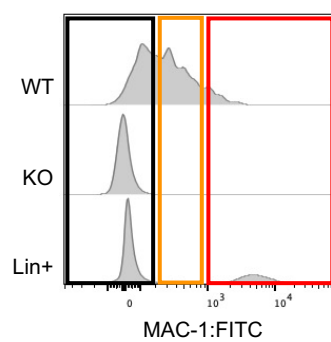

**Figure S2**

**Figure S2. MAC-1 expression in WT and *Itgam* KO HSCs. Related to Figure 2.**

Histograms of HSCs (LSK-SLAM) from WT and KO mice 4 weeks after transplantation. Lineage positive (Lin<sup>+</sup>) cells are displayed as reference.

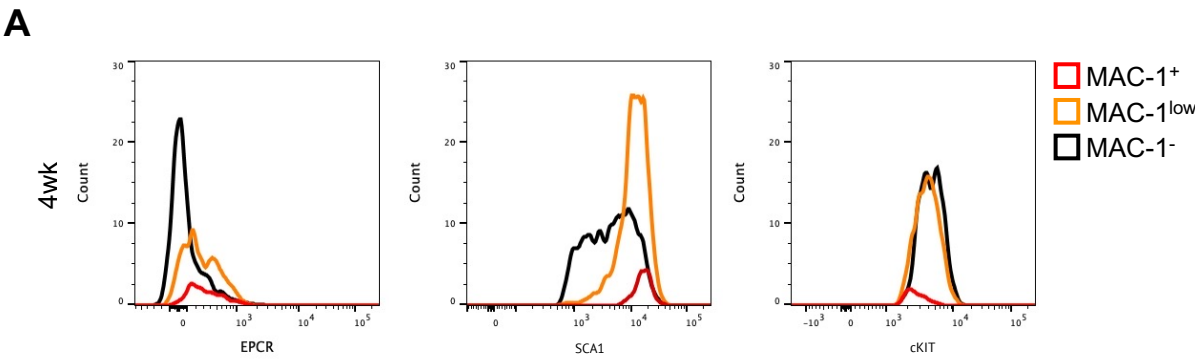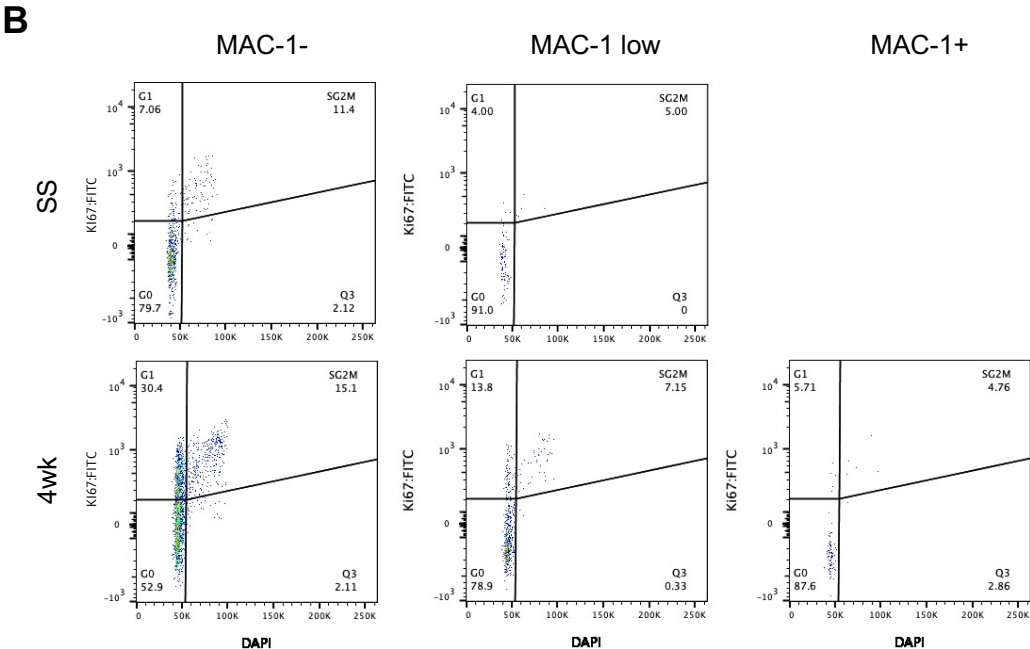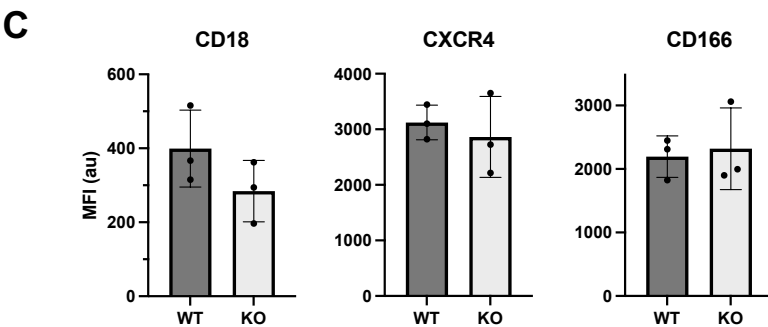

Figure S3

**Figure S3. Protein expression and cell cycle analysis on HSCs. Related to Figure 3.**

(A) Representative histograms of cell surface protein expression of EPCR, SCA1 and cKIT on 4wk MAC-1 LSK SLAM HSC subpopulations. (B) Representative dot plots of flow cytometry analysis of HSCs from SS mice and from mice 4 weeks after transplantation based on their MAC-1 expression. (C) Protein expression of adhesion molecules CD18, CXCR4 and CD166 on HSCs from *Itgam* KO and WT littermates. (n=3 mice). Data are represented as mean  $\pm$  SD.

# Supplementary material for: MAC-1 marks a quiescent and functionally superior HSC subset during regeneration
**Source:** Stem Cell Reports. 2023 Mar 2;18(3):736–48. doi: 10.1016/j.stemcr.2023.01.014
**Supplement:** Document S2. Article plus supplemental information

# MAC-1 marks a quiescent and functionally superior HSC subset during regeneration

Anna Rydström,<sup>1</sup> Els Mansell,<sup>1,2</sup> Valgardur Sigurdsson,<sup>1</sup> Julia Sjöberg,<sup>1</sup> Shamit Soneji,<sup>3</sup> Kenichi Miharada,<sup>4</sup> and Jonas Larsson<sup>1,\*</sup>

<https://doi.org/10.1016/j.stemcr.2023.01.014>

## SUMMARY

Mouse hematopoietic stem cells (HSCs) have been extensively defined both molecularly and functionally at steady state, while regenerative stress induces immunophenotypical changes that limit high purity isolation and analysis. It is therefore important to identify markers that specifically label activated HSCs to gain further knowledge about their molecular and functional properties. Here, we assessed the expression of macrophage-1 antigen (MAC-1) on HSCs during regeneration following transplantation and observed a transient increase in MAC-1 expression during the early reconstitution phase. Serial transplantation experiments demonstrated that reconstitution potential was highly enriched in the MAC-1<sup>+</sup> portion of the HSC pool. Moreover, in contrast to previous reports, we found that MAC-1 expression inversely correlates with cell cycling, and global transcriptome analysis showed that regenerating MAC-1<sup>+</sup> HSCs share molecular features with stem cells with low mitotic history. Taken together, our results suggest that MAC-1 expression marks predominantly quiescent and functionally superior HSCs during early regeneration.

## INTRODUCTION

Bone marrow transplantation has been used in the clinic since the 1950s and has become a common treatment for a number of blood disorders. Bone marrow transplantation has the potential to give a lifelong cure owing to the properties of the hematopoietic stem cells (HSCs) to both self-renew and differentiate into all blood lineages. Following transplantation, HSCs undergo extensive proliferation to meet the demand of replenishing the hematopoietic system. This is in stark contrast to the homeostatic context, where the vast majority of HSCs reside in a quiescent state.

Proliferation and differentiation of HSCs must be tightly regulated during conditions of stress and acute regeneration to allow for replenishment of mature blood cells and at the same time prevent exhaustion of the stem cell pool. However, the programs regulating stemness and differentiation are dysregulated in many leukemias. In this context, quiescence is key to protecting HSCs from stress-induced insults that may predispose to hematological malignancies (Bowman et al., 2018; Walter et al., 2015). It is a long-standing goal in the field to better understand the mechanisms regulating HSC activation, but a key challenge in this regard is to isolate activated HSCs at high purity. While steady-state murine HSCs can be efficiently purified using specific combinations of cell surface markers (Lin<sup>−</sup>, SCA1<sup>+</sup>, cKIT<sup>+</sup>, CD48<sup>−</sup>, CD150<sup>+</sup> [LSK-SLAM]) (Kiel et al., 2005), some of these markers display an altered expression

during severe stress, making it challenging to isolate actively regenerating HSCs (Randall and Weissman, 1997).

Macrophage-1 antigen (MAC-1) is a cell surface marker typically expressed on mature macrophages and natural killer (NK) cells. MAC-1 is a heterodimer consisting of CD11B and CD18 and mediates a number of cellular responses such as migration, adhesion, and phagocytosis. MAC-1 is normally absent or expressed at very low levels in HSCs and is therefore often used as a negative selection marker. However, it has been shown that the cytotoxic drug 5-fluorouracil (5FU) activates HSCs and triggers an up-regulation of MAC-1 such that functional HSCs are found exclusively within the MAC-1<sup>low</sup> fraction of 5FU-treated mice (Randall and Weissman, 1997; Wang et al., 2019). This report further showed that 25% of hematopoietic stem and progenitor cells (LSK) in 5FU-treated mice are undergoing cycling. Furthermore, fetal liver HSCs that are highly proliferative have been shown to express MAC-1 (Morrison et al., 1995). Altogether, these findings have led to the assumption that MAC-1 expression correlates with an active cell-cycle state. Yet, it remains unclear to date if MAC-1 has a functional role in HSC activation. While mouse knockout models for both of the two MAC-1 subunits have been established and shown to have perturbed neutrophil functionality, an extensive analysis of the hematopoietic stem and progenitor cell (HSPC) compartment has not been performed in either of these models (Coxon et al., 1996; Scharffetter-Kochanek et al., 1998). More recent studies of both mouse and human

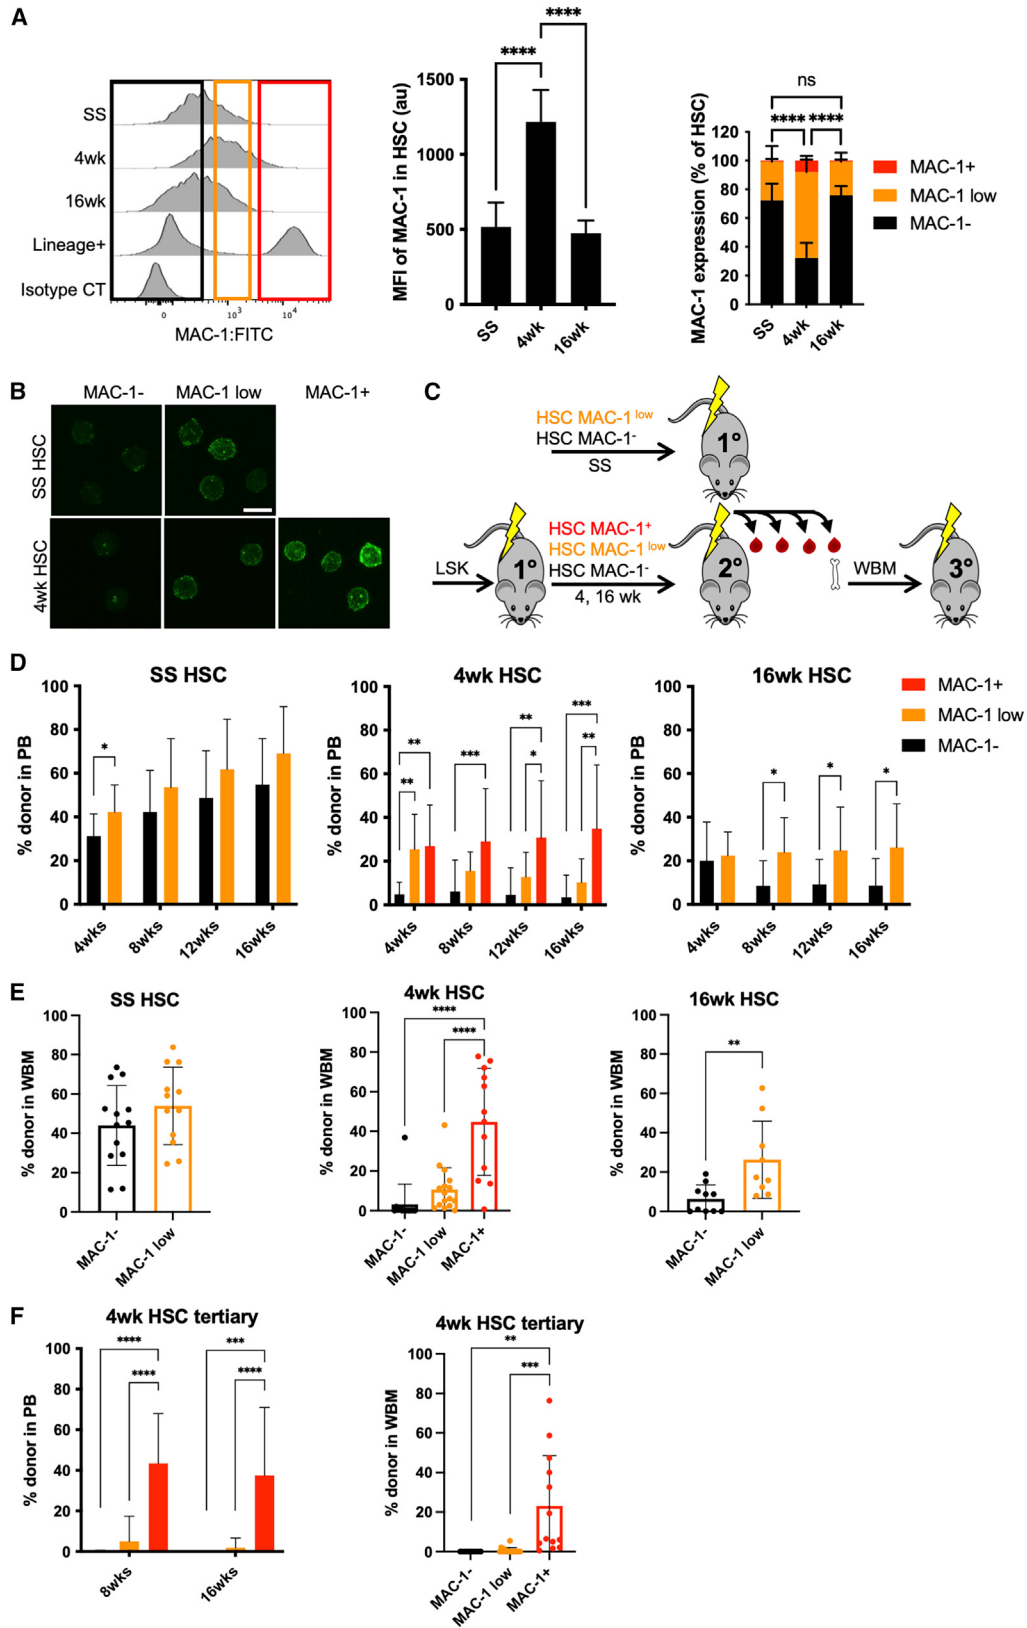

(legend on next page)

HSPCs with impaired MAC-1 signaling showed compromised engraftment, suggesting that MAC-1 could be implicated in the interaction between HSCs and the bone marrow niche after transplantation (Mei et al., 2020; Prashad et al., 2015).

Here, we have further investigated the role of MAC-1 in HSCs during regenerative stress after transplantation. We show that there is a transient increase in MAC-1 expression during the early regenerative phase that positively correlates with both reconstitution potential and cellular quiescence, as well as a gene expression profile indicative of low mitotic history.

Importantly, our findings allow for the identification of a small subpopulation of highly purified long-term HSCs during regeneration.

## RESULTS

### MAC-1 is upregulated upon transplantation and marks HSCs with high reconstitution potential

To assess expression levels of MAC-1 in LSK-SLAM HSCs during hematopoietic regeneration, we analyzed bone marrow 4 and 16 weeks after transplantation to recapitulate both the early and late phases of regeneration. Flow cytometry analysis showed that HSCs isolated 4 weeks after transplantation (4 week HSCs) had higher expression of MAC-1 compared with both non-transplanted steady-state HSCs (SS HSCs) and HSCs isolated 16 weeks after transplantation (16 week HSCs) (Figure 1A). The majority (70%) of both SS and 16 week HSCs completely lacked MAC-1 expression (MAC-1<sup>-</sup>), with the remaining fraction showing low levels of expression (MAC-1<sup>low</sup>). By contrast, the majority of 4 week HSCs were MAC-1<sup>low</sup>, with a small but distinct population of HSCs with high MAC-1 expres-

sion (MAC-1<sup>+</sup>) found exclusively in 4 week HSCs. We confirmed the observed protein expression pattern of MAC-1 by fluorescence microscopy (Figure 1B), and this correlated with the mRNA expression levels validated by qPCR (Figure S1A). Next, we wanted to functionally assess these HSC subpopulations with varying levels of MAC-1 expression through serial transplantation (Figures 1C and S1B). Upon transplantation, MAC-1<sup>-</sup> and MAC-1<sup>low</sup> SS HSCs showed comparable reconstitution potential and output in peripheral blood over time, as well as in bone marrow (Figures 1D and 1E). MAC-1<sup>low</sup> HSCs isolated 16 weeks after primary transplantation performed better than MAC-1<sup>-</sup> HSCs. Most strikingly, we found that the discrete fraction of MAC-1<sup>+</sup> HSCs isolated during the early regenerative phase (4 week HSCs) showed significantly higher long-term reconstitution compared with both the MAC-1<sup>low</sup> and MAC-1<sup>-</sup> 4 week HSCs in both the peripheral blood and bone marrow. Moreover, upon tertiary bone marrow transplantation, we could exclusively detect robust serial engraftment capacity from the MAC-1<sup>+</sup> group isolated 4 weeks after primary transplantation but not from mice initially transplanted with MAC-1<sup>low</sup> or MAC-1<sup>-</sup> HSCs (Figure 1F). These results indicate that the most potent HSCs during early regeneration express MAC-1. We did not observe any significant differences in blood lineage output between the MAC-1<sup>+</sup>, MAC-1<sup>low</sup>, and MAC-1<sup>-</sup> populations from any given time point (Figure S1C). We did, however, observe a general myeloid bias acquired with transplantation history as well as chronological age.

While these experiments show that the small MAC-1<sup>+</sup> subset of 4 week HSCs was highly enriched for functional repopulating cells, the difference in size of the MAC-1 subpopulations prompted us to also assess the total content of functional HSC activity within each population.

### Figure 1. Transient MAC-1 expression after transplantation reflects reconstitution potential in HSCs

(A) MAC-1 expression in LSK SLAM HSCs at steady state (SS) or after 4 and 16 weeks of transplantation analyzed by flow cytometry. MFI (middle) and proportion of HSCs being MAC-1<sup>-</sup>, MAC-1<sup>low</sup>, and MAC-1<sup>+</sup> (right). Asterisks denote all three MAC-1 populations to be significantly different at 4 weeks compared with both SS and 16 week HSCs (SS MAC-1<sup>-</sup> vs. 4 week MAC-1<sup>-</sup>  $p < 0.0001$ ; 4 week MAC-1<sup>-</sup> vs. 16 week MAC-1<sup>-</sup>  $p < 0.0001$ ; SS MAC-1<sup>low</sup> vs. 4 week MAC-1<sup>low</sup>  $p < 0.0001$ ; 4 week MAC-1<sup>low</sup> vs. 16 week MAC-1<sup>low</sup>  $p < 0.0001$ ; SS MAC-1<sup>+</sup> vs. 4 week MAC-1<sup>+</sup>  $p < 0.0001$ ; 4 week MAC-1<sup>+</sup> vs. 16 week MAC-1<sup>+</sup>  $p < 0.0001$ ). Data pooled from 2 experiments ( $n = 6$ –16 mice).

(B) MAC-1 expression in SS and 4 week HSCs analyzed by fluorescence microscopy. Scale bar, 10  $\mu$ m.

(C) SS HSCs were sorted based on MAC-1 expression and transplanted to irradiated primary recipients (200 HSCs/recipient). LSK cells were sorted and transplanted to irradiated primary recipients. 4 and 16 weeks after primary transplantation, HSCs were sorted based on MAC-1 expression and transplanted to irradiated secondary recipients (200 HSCs/recipient). WBM from secondary recipients initially transplanted with 4 week HSCs were transplanted to irradiated tertiary recipients. Data pooled from 2 experiments ( $n = 9$ –16 mice).

(D) Engraftment over time in peripheral blood (PB) from experiment described in (C).

(E) Engraftment in bone marrow (BM) after 16 weeks from experiment described in (C).

(F) Engraftment in PB and BM of mice receiving a serial WBM transplantation from mice initially transplanted with 4 week HSCs. Data pooled from 2 experiments ( $n = 10$ –16 mice). Data are represented as mean  $\pm$  SD. Statistical significance was determined using two-tailed unpaired Student's  $t$  test or one-way ANOVA in combination with Turkey's multiple comparisons test (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ ).

See also Figure S1.

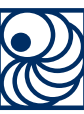

To this end, we transplanted the equivalent number to 200 MAC-1<sup>+</sup> HSCs (i.e., 1,500 MAC-1<sup>low</sup> cells and 800 MAC-1<sup>-</sup> cells) and measured long-term engraftment in bone marrow (Figure S1D). Although the assay was not done at limit dilution and therefore is not quantitative, the engraftment levels from these equivalent cell doses indicate a higher functional HSC content in the MAC-1<sup>+</sup> and MAC-1<sup>low</sup> fractions compared with the MAC-1<sup>-</sup> population.

SCA1 and cKIT have been reported to exhibit an altered expression upon inflammation and proliferative stress (Pietras et al., 2014; Randall and Weissman, 1997), which is why we also wanted to explore the use of MAC-1 by applying an alternative HSC definition. We therefore transplanted LSK cells from GFP donor mice and analyzed MAC-1 expression in GFP<sup>+</sup>, Lin<sup>-</sup>, CD48<sup>-</sup>, CD150<sup>+</sup>, EPCR<sup>+</sup> (ESLAM) HSCs (Figures S1E and S1F). Similar to 4 week LSK SLAM HSCs, the 4 week ESLAM population contained MAC-1<sup>-</sup>, MAC-1<sup>low</sup>, and MAC-1<sup>+</sup> cells. When transplanted, the MAC-1<sup>+</sup> ESLAM HSCs displayed a trend of higher reconstitution in all blood lineages, and a significantly higher engraftment in the bone marrow, compared with MAC-1<sup>-</sup> and MAC-1<sup>low</sup> ESLAM HSCs, suggesting that upregulation of MAC-1 is a general feature of regenerating HSCs, irrespective of the phenotypic definition (Figures S1G and S1H).

Finally, we investigated the possibility of MAC-1 upregulation on any HSCs residing outside the classical LSK SLAM gate during regeneration. We sorted 4 week non-LSK SLAM cells based on MAC-1 expression and transplanted the equivalent dose of each population, to that of 200 MAC-1<sup>+</sup> LSK SLAM HSCs. As expected, reconstitution levels in blood and bone marrow were overall very low, but there was a trend of higher engraftment from MAC-1<sup>+</sup> non-LSK SLAM cells, suggesting that MAC-1 marks HSCs outside the conventional HSC definition during regeneration (Figures S1I and S1J).

Taken together, our findings demonstrate that MAC-1 is upregulated during early regeneration and uniquely marks a small population of the most functionally potent HSCs.

### MAC-1 is dispensable for the regenerative capacity of HSCs

Next, we set out to investigate if the observed upregulation of MAC-1 upon regenerative stress plays a direct role in HSC behavior and function. To this end, we used a conventional knockout mouse model of the CD11B subunit (*Itgam*) where homozygous mice lack expression of MAC-1 (Coxon et al., 1996). We first characterized the stem and progenitor cells in the bone marrow of SS mice and observed no difference in the frequencies of HSCs and various progenitor populations between knockout (KO) and wild-type (WT) littermates (Figures 2A and 2B). Additionally, we found that the cell-cycle state of HSCs

was unaffected by the lack of MAC-1 expression (Figure 2C). Next, to assess the role of MAC-1 during active regeneration, we performed a competitive primary transplantation of WT or littermate *Itgam* KO LSK cells (Ly 5.2) together with equal numbers of competitor cells (LY5.1) (Figure 2D). Following 4 weeks of engraftment, we sorted HSCs from the competing populations, and we confirmed the absence of MAC-1 expression on KO HSCs and upregulation of MAC-1 on transplanted WT HSCs (Figure S2). Now, to interrogate the correlation between MAC-1 expression and functional HSC activity, these HSCs were re-transplanted in a competitive setting (1:1 ratio) into secondary recipients. Analysis of the primary and secondary recipients showed largely comparable engraftment levels and HSPC distribution between WT and KO cells (Figures 2E–2J), indicating that the functional reconstitution potential of HSCs remains intact in the absence of MAC-1 both at SS and during active regeneration. In the secondary recipients, we observed a small but significant increase in B lineage output as well as a moderate increase in overall donor contribution in bone marrow from the KO cells (Figures 2H–2J). Our findings therefore suggest that MAC-1 is dispensable for the regenerative capacity of HSC and that its functional involvement is not implicated in the competitive advantage of regenerating MAC-1<sup>+</sup> HSCs.

### MAC-1 marks predominantly quiescent HSCs with distinct transcriptional features

To identify molecular differences underlying the functional heterogeneity of HSCs that differ in MAC-1 expression, we performed RNA sequencing on the SS and 4 week HSC subpopulations (SS MAC-1<sup>-</sup>, SS MAC-1<sup>low</sup>, 4 week MAC-1<sup>-</sup>, 4 week MAC-1<sup>low</sup>, and 4 week MAC-1<sup>+</sup>). Principal-component analysis (PCA) of the 1,000 most variable genes separated all the populations accordingly (Figure 3A). In particular, MAC-1 expression could efficiently separate three transcriptionally distinct populations of early regenerating HSCs corresponding to their differential regenerative capacity upon transplantation.

Of the 3,452 genes differentially expressed between the five HSC subpopulations ( $\log_2$  fold change [FC] > 1, adjusted p value [padj] < 0.1), we identified several HSC signature genes that were stably expressed in SS HSCs and that progressively increased with elevated MAC-1 expression in the 4 week HSCs (*Mpl*, *Fgd5*, *Uba7*, *Procr*, *Glpr111*, *Nupr1*, *Hlf*, *Mecom*, *Socs2*, *Mllt3*, *Ly6a*, *Kit*), in line with the functional difference observed between 4 week MAC-1<sup>-</sup> and 4 week MAC-1<sup>+</sup> cells (Figure 3B). A similar trend was observed at the protein level for *Procr* (EPCR) and *Ly6a* (SCA1), while *Kit* showed an inverse correlation between mRNA and protein expression (Figure S3A). Furthermore, 4 week MAC-1<sup>-</sup> HSCs expressed high levels of genes

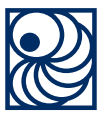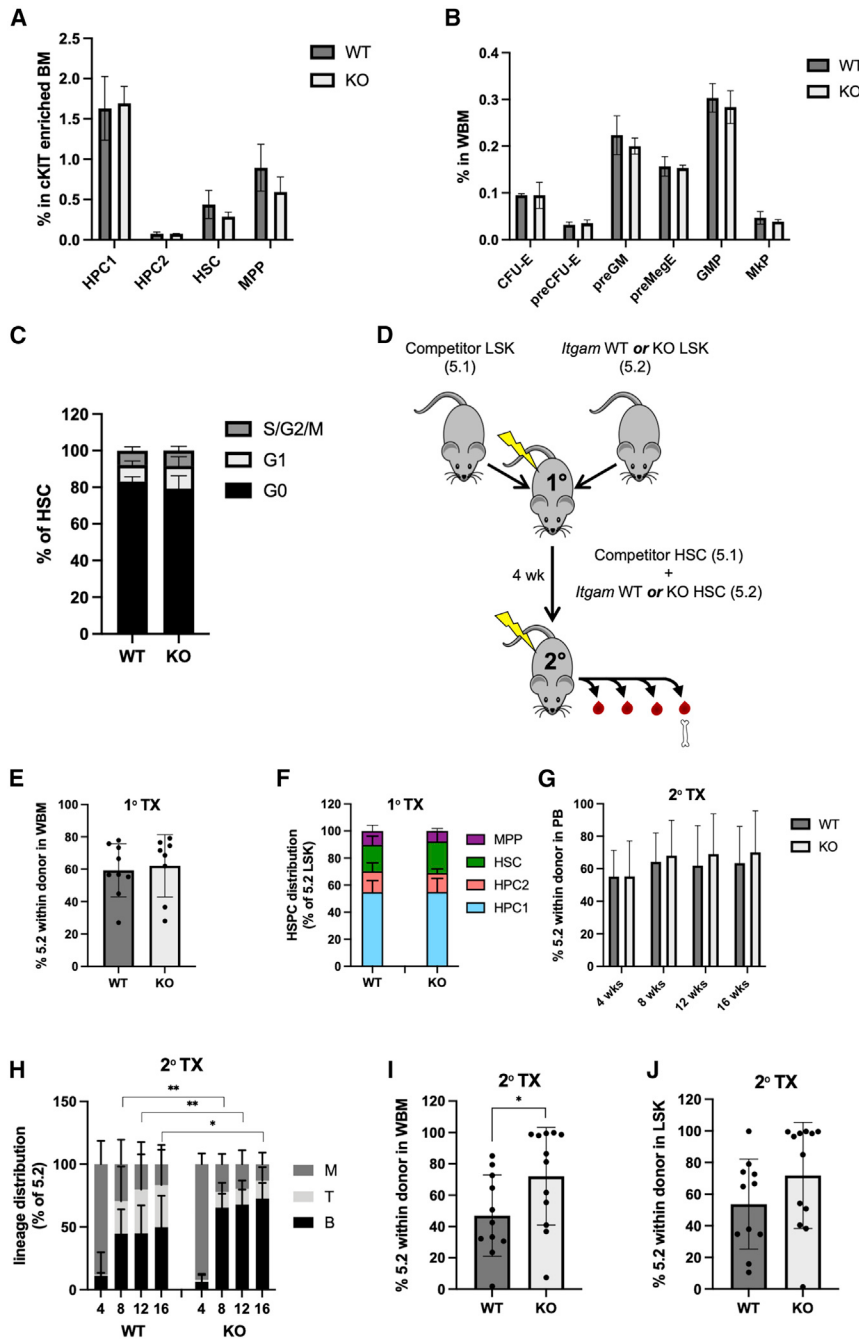

**Figure 2. MAC-1 expression is not required for HSC function during homeostasis or regeneration**

(A) Frequency of stem and progenitor populations in cKIT-enriched BM of WT and *Itgam*-KO SS mice. HPC1 (LSK, CD48<sup>+</sup>, CD150<sup>-</sup>); HPC2 (LSK, CD48<sup>+</sup>, CD150<sup>+</sup>); MPP (LSK, CD48<sup>-</sup>, CD150<sup>-</sup>) (n = 3 mice).

(B) Frequency of myeloid progenitor populations in WBM of WT and KO SS mice (n = 3 mice).

(C) Cell-cycle analysis of WT and KO HSCs at SS. Data pooled from 2 experiments (n = 6 mice).

(D) Equal number of competitor (LY5.1) and *Itgam* WT or KO (LY5.2) LSK cells were transplanted to lethally irradiated primary recipients. After 4 weeks, equal numbers of competitor (LY5.1) and *Itgam* WT or KO (LY5.2) HSCs were sorted and transplanted to lethally irradiated secondary recipients.

(E) LY5.2 donor engraftment in WBM in primary recipients after 4 weeks. Data pooled from 2 experiments (n = 8–9 mice).

(F) Stem and progenitor distribution within LSK from BM analyzed in (E).

(G) LY5.2 donor engraftment over time in PB in secondary recipients. Data pooled from 2 experiments (n = 11–12 mice).

(H) Lineage output in LY5.2 PB over time in secondary recipients.

(I) LY5.2 donor engraftment in WBM in secondary recipients.

(J) LY5.2 donor engraftment in LSK in secondary recipients. Engraftment was calculated as % LY5.2 within the donor derived cells. Data are represented as mean ± SD.

Statistical significance was determined using two-tailed unpaired Student's t test (\*p < 0.05 and \*\*p < 0.01). See also Figure S2.

involved in megakaryocytic/erythroid lineage commitment (*Gata1*, *Mfsd2b*, *Klf1*, *Vwf*, *Itga2b*, *Pf4*, *Gp9*, *Gfi1b*) and low levels of the lymphoid and myeloid priming genes (*Flt3*, *Ets*, *Ikzf1*, *Notch2*, *CD86*, *Spi1*, *Gfi1*) (Figure 3B).

The striking difference observed between 4 week MAC-1<sup>-</sup> and MAC-1<sup>+</sup> HSCs prompted us to further characterize these populations using an unbiased global approach. We therefore performed gene set enrichment analysis (GSEA) and found an enrichment for genes

involved in MYC signaling, cell cycle, and oxidative phosphorylation in the MAC-1<sup>-</sup> HSCs (Figure 3C). These are processes previously described to impair HSC function and therefore provide molecular support to our observation that MAC-1<sup>-</sup> HSCs show lower engraftment capacity. MAC-1<sup>-</sup> HSCs were also enriched for genes involved in megakaryocyte differentiation, while MAC-1<sup>+</sup> HSCs were enriched for genes linked to myeloid and lymphoid differentiation. Although our *in vivo* analyses of the MAC-1

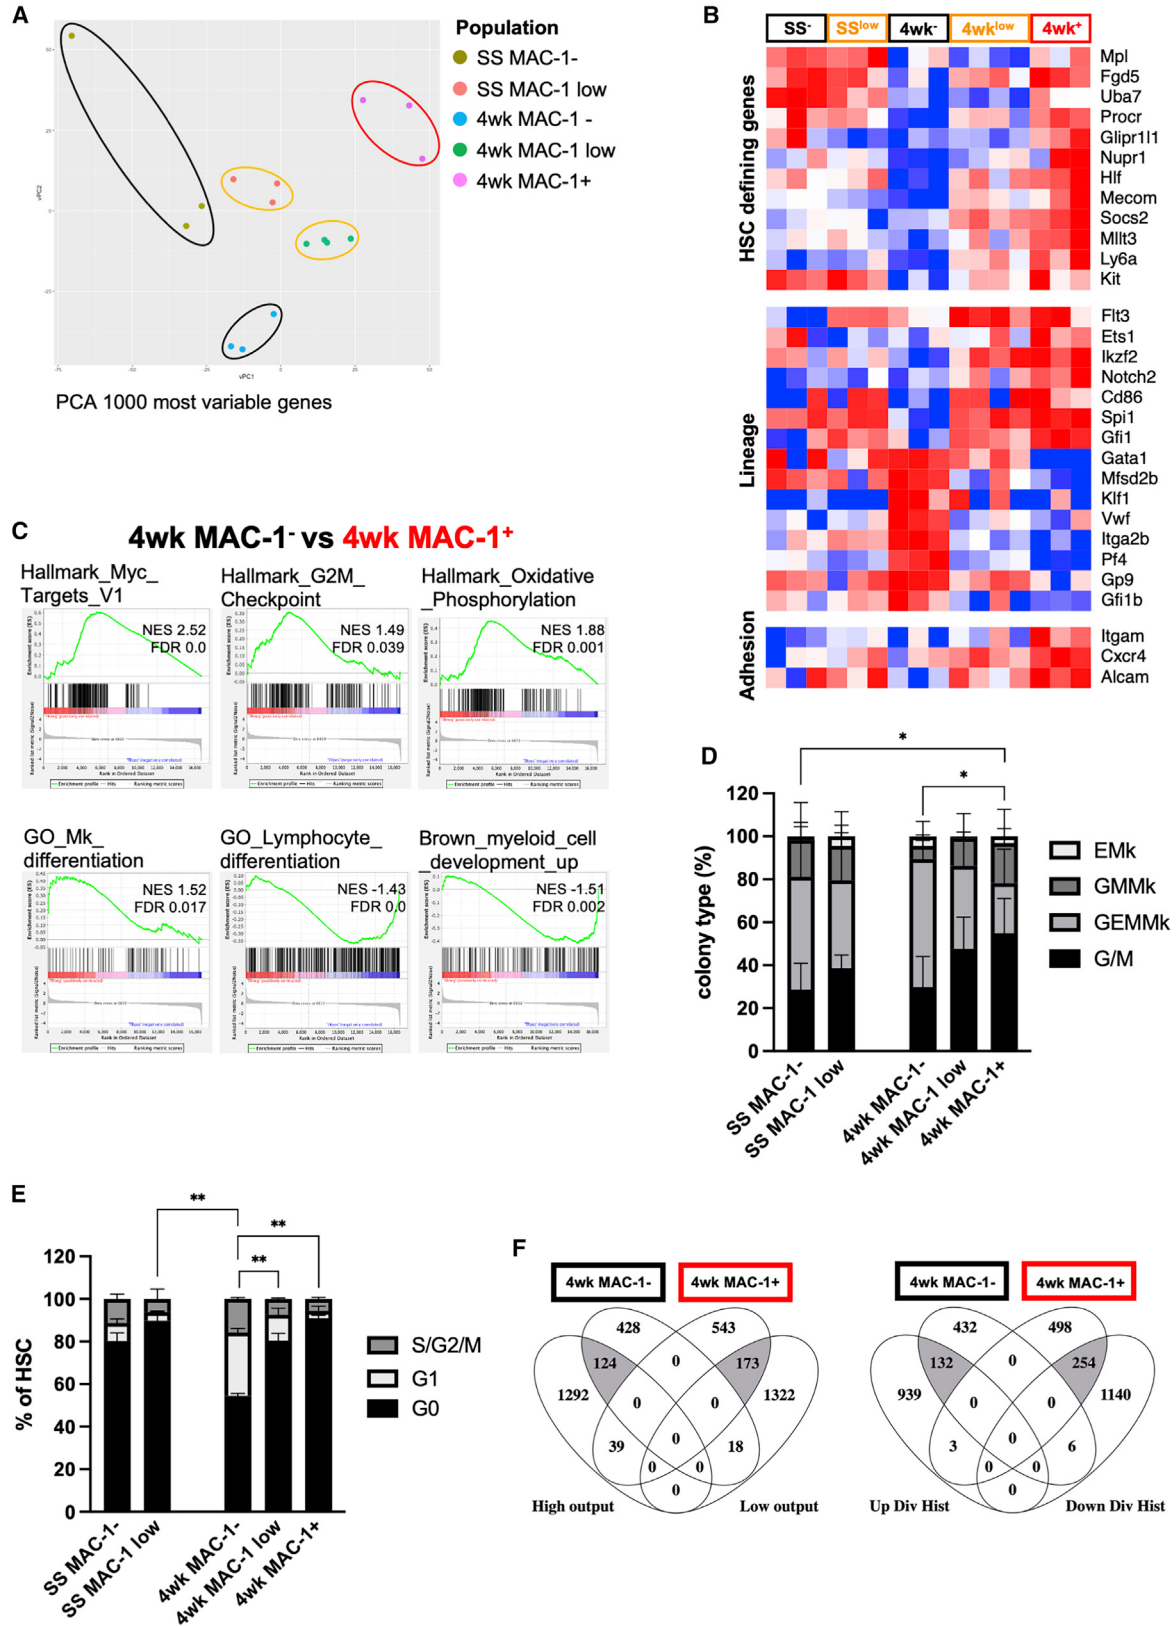

(legend on next page)

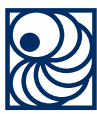

subpopulations did not indicate a lineage bias, we wanted to investigate if these transcriptional signatures would reflect their immediate potential to produce megakaryocytes, erythrocytes, and myeloid cells *in vitro* by performing a colony-forming unit (CFU) analysis. We sorted cells from SS and 4 week mice and observed a small but significant increase in granulocyte/monocyte (GM) and a decrease in granulocyte/erythrocyte/monocyte/megakaryocyte (GEMMk) colonies formed from 4 week MAC-1<sup>+</sup> HSCs (Figure 3D), suggesting that MAC-1<sup>+</sup> cells have a preference to produce myeloid cells over erythroid or megakaryocytic cells *in vitro*. The more balanced output observed *in vivo* may indicate a functional difference in the long-term vs. immediate production of progeny inherent to these HSC subpopulations.

Our GSEA analysis had indicated that MAC-1<sup>+</sup> regenerating HSCs are less cycling compared with their MAC-1<sup>−</sup> counterparts. To confirm this, we performed cell-cycle analysis, which indeed revealed that MAC-1<sup>+</sup> early regenerating HSCs are significantly more quiescent than MAC-1<sup>−</sup> HSCs (Figures 3E and S3B). Importantly, this contrasts with the current notion that MAC-1 expression in HSCs is associated with increased cell cycling (Randall and Weissman, 1997). An important aspect of HSC function is the ability to transition between an activated state and quiescence. It has previously been shown that transplantation into irradiated recipients recruits the entire stem cell population into extensive proliferation (Takiyawa et al., 2011). The less-cycling MAC-1<sup>+</sup> population may thus represent the first HSCs to return to quiescence following regenerative stress. In line with this, we found that *Socs2* and *Hlf*, both regulators of HSC quiescence during stress (Komorowska et al., 2017; Vitali et al., 2015), are expressed at higher levels in 4 week MAC-1<sup>+</sup> HSCs (Figure 3B). Moreover, the adhesion molecules *Cxcr4*, *Alcam*, and *Notch2*, which are important for anchoring HSCs in their niche (Chitteti et al., 2014; Foudi et al., 2006; Jeannet et al., 2013; Nie et al., 2008; Wang et al., 2015), were all ex-

pressed at higher levels in 4 week MAC-1<sup>+</sup> HSCs compared with both 4 week MAC-1<sup>−</sup> and SS HSCs (Figure 3B). To explore the possibility of a compensatory expression of other adhesion molecules than MAC-1 in the *Itgam* KO mouse, we analyzed the expression of CD18, CXCR4, and CD166 (*Alcam*) in WT and KO littermates but did not observe any significant difference in the expression of these proteins (Figure S3C).

It has been demonstrated that HSC functionality is strongly linked to divisional history where the number of divisions negatively correlates with long-term reconstitution potential (Qiu et al., 2014; Wilson et al., 2008). We compared the differentially expressed genes between 4 week MAC-1<sup>+</sup> and MAC-1<sup>−</sup> HSCs with datasets of HSCs with a different historic contribution to mature blood (Rodriguez-Fraticelli et al., 2020) or with a different divisional history (Bernitz et al., 2020). We found a specific and significant overlap between genes upregulated in 4 week MAC-1<sup>+</sup> HSCs and genes upregulated in HSCs with low progeny output (representation factor 3.8;  $p < 0.001$ ) as well as with genes downregulated with divisional history (representation factor 6;  $p < 0.001$ ). Inversely, genes upregulated in 4 week MAC-1<sup>−</sup> HSCs overlapped with genes upregulated in HSCs with high progeny output (representation factor 3.7;  $p < 0.001$ ) and high divisional history (representation factor 5.4;  $p < 0.001$ ) (shaded sectors in Figure 3F). Of note, the gene sets representing divisional history had been depleted of cell-cycle-related genes, suggesting that the molecular similarity with 4 week MAC-1<sup>−</sup> HSCs goes beyond the cell-cycle state. In conclusion, our transcriptional analysis shows that MAC-1 marks a population of more quiescent HSCs and indicates that MAC-1 expression in regenerating HSCs may correlate with mitotic history.

### MAC-1 expression delimits functionally distinct HSC subsets following 5-FU treatment

Finally, we sought to investigate if the correlation between MAC-1 expression, cell-cycle status, and HSC function was

### Figure 3. Bulk RNA-seq analysis of SS and 4 week HSCs sorted based on MAC-1 expression

- (A) Principal-component analysis (PCA) of SS MAC-1<sup>−</sup>, SS MAC-1<sup>low</sup>, 4 week MAC-1<sup>−</sup>, 4 week MAC-1<sup>low</sup>, and 4 week MAC-1<sup>+</sup> HSCs. Output of the 1,000 most variable genes ( $n = 3-4$  for Figures 4A-4C and 4F).
- (B) Heatmap of differentially expressed genes important for HSC identity, lineage differentiation, and adhesion ( $\log_2FC > 1$ ,  $\text{padj} < 0.1$ ).
- (C) Gene set enrichment analysis (GSEA) of 4 week MAC-1<sup>−</sup> vs. 4 week MAC-1<sup>+</sup> HSCs.
- (D) Methylcellulose colony assay of HSCs at SS and 4 weeks after transplantation. Colonies were analyzed using flow cytometry. Data pooled from 2 experiments ( $n = 4-7$  mice). Data are represented as mean  $\pm$  SD. Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test ( $*p < 0.05$  and  $**p < 0.01$ ).
- (E) Cell cycle analysis of HSCs at SS and 4 weeks after transplantation based on MAC-1 expression. ( $n = 3$  mice). Data are represented as mean  $\pm$  SD. Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test ( $*p < 0.05$  and  $**p < 0.01$ ).
- (F) Venn diagram showing overlap of differentially expressed genes between MAC-1<sup>+</sup> and MAC-1<sup>−</sup> 4 week HSC genes and published gene lists of historic low or high output (left) and divisional history (right).

See also Figure S3.

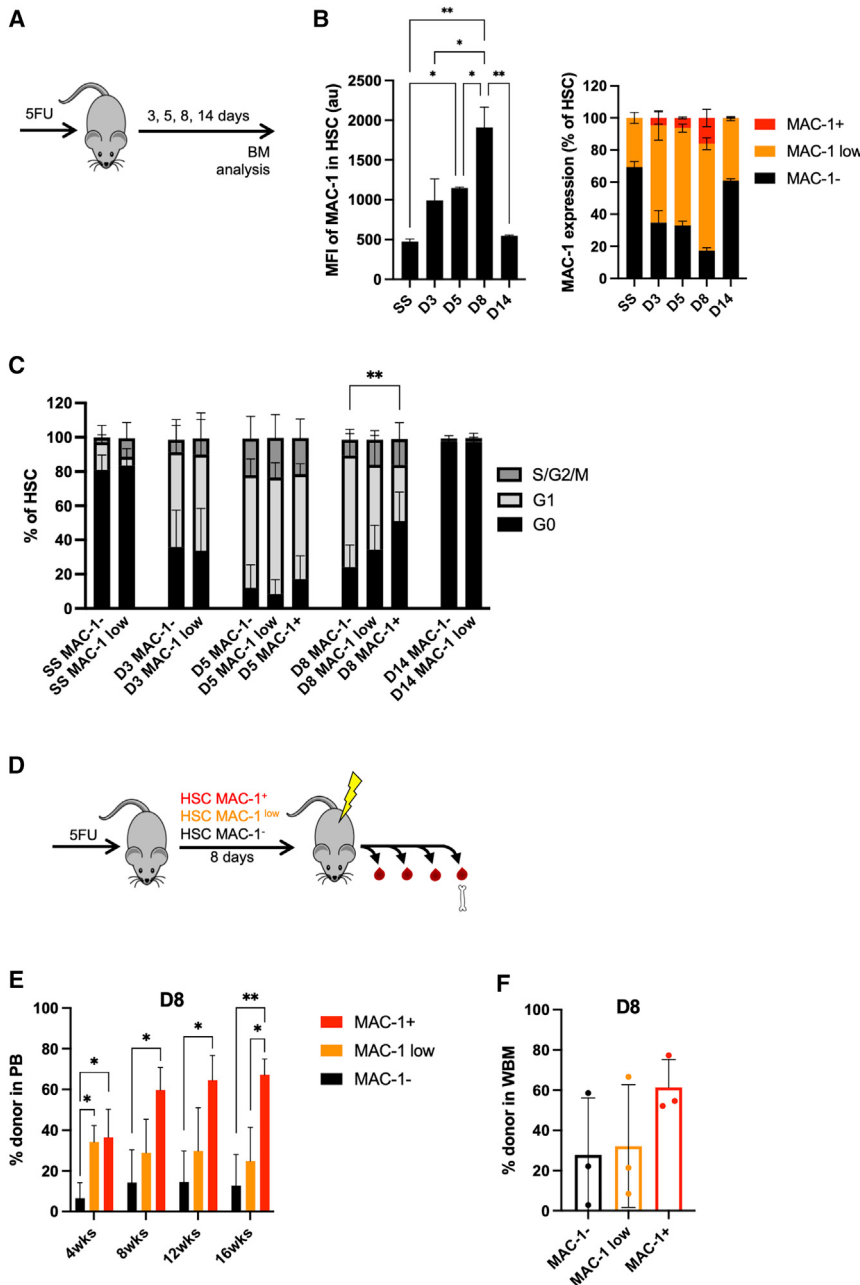

**Figure 4. MAC-1 expression during recovery phase after 5FU**

(A) Experimental setup of BM analysis after 5FU intravenous (i.v.) injections.

(B) MAC-1 expression in LS-SLAM HSCs after 5FU treatment. Mean fluorescence intensity (MFI; left) and proportion of HSCs being MAC-1<sup>-</sup>, MAC-1<sup>low</sup>, and MAC-1<sup>+</sup> (right) (n = 2–4 mice).

(C) Cell-cycle analysis of SS HSCs and HSCs 3, 5, 8, and 14 days after 5FU. Data pooled from 2 experiments (n = 3–7 mice).

(D) 8 days after 5FU, HSCs were sorted based on MAC-1 expression and transplanted to irradiated recipients (200 HSCs/recipient).

(E and F) Engraftment over time in PB (E) and BM (F) from experiment described in (D) (n = 3 mice). Data are represented as mean ± SD. Statistical significance was determined using one-way ANOVA in combination with Turkey's multiple comparisons test (\*p < 0.05 and \*\*p < 0.01).

specific to regeneration post-transplantation or a general feature in response to severe stress. To this end, we analyzed MAC-1 expression in LS-SLAM HSCs at various time points after 5FU treatment, a chemotherapeutic agent known to cause myeloablation and rapid HSC activation. We observed that MAC-1 expression peaks 8 days after 5FU, with levels normalizing back to SS levels at day 14 (Figures 4A and 4B). Similar to our observations after transplantation, we could identify a small but significant transient population of MAC-1<sup>+</sup> HSCs after 5FU treatment. When investigating how cell cycle correlated with the

expression of MAC-1, we found that the vast majority of all MAC-1 HSC subsets were actively cycling after 5 days (Figure 4C). Strikingly, however, at day 8 following 5FU treatment, we found that the MAC-1<sup>+</sup> HSCs displayed a significantly higher fraction of cells in G0, indicating that this subset had a propensity for a quicker return to a quiescent state.

Finally, to assess whether MAC-1 expression delimits functionally different HSC subsets also in the context of 5FU exposure, we sorted and transplanted 200 HSCs based on their MAC-1 expression 8 days following 5FU treatment

(Figure 4D). Again, MAC-1<sup>+</sup> HSCs had significantly higher long-term reconstitution in peripheral blood compared with MAC-1<sup>low</sup> and MAC-1<sup>-</sup> HSCs (Figure 4E). Analysis of the bone marrow after 16 weeks displayed a similar trend (Figure 4F). We conclude that MAC-1 expression is highest in a small subset of more quiescent HSCs following severe stress, thereby demarcating cells with a distinct functional advantage over cells with lower MAC-1 expression.

## DISCUSSION

In this article, we present evidence that MAC-1 upregulation is a common feature in HSCs as a response to severe mitotic stress. 5FU treatment and transplantation after radiation conditioning induce cycling of a vast majority of or the entire HSC population (Takizawa et al., 2011; Wilson et al., 2008). We demonstrate that both these stressors induce a transient increase of MAC-1 expression in HSCs. From a practical standpoint, this emphasizes the importance of not excluding MAC-1-expressing cells when staining for HSCs using lineage markers in combination with HSC-specific markers or during a lineage-depletion enrichment step.

Conventionally, increased MAC-1 expression has been thought to reflect activated and the most rapidly cycling HSCs. In contrast to this notion, our findings may suggest that HSCs with the highest MAC-1 expression constitute a small subpopulation that has returned to quiescence after extensive proliferation. Not only were regenerating MAC-1<sup>+</sup> HSCs more quiescent than their MAC-1<sup>-</sup> counterparts, but our transcriptomic analysis also revealed that genes upregulated in MAC-1<sup>+</sup> cells were overlapping with gene sets both from HSCs with low historic progeny output and with low divisional history. Although not formally demonstrated by our data, it is tempting to speculate that the MAC-1<sup>-</sup> HSCs have been the main contributors to the initial phase of hematopoietic regeneration, and thereby are the first to become exhausted, while MAC-1 is expressed by HSCs that primarily have divided symmetrically to expand the stem cell pool. These HSCs with low mitotic history may upregulate a battery of adhesion molecules, including MAC-1, thereby enhancing their homing ability and facilitating interactions with specific niches in the bone marrow that favor quiescence and preserve HSC function.

Using a conventional KO mouse model, we here demonstrate that the increase in expression of MAC-1 is not required per se for efficient HSC engraftment and regeneration. This does not exclude, however, that it acts together with other adhesion molecules with partially overlapping functions. Indeed, we detected increased levels of *Notch2*, *Cxcr4*, and *Alcam*, all with described functions in HSC

niche interaction and quiescence (Chitteti et al., 2014; Foudi et al., 2006), in cells with the highest MAC-1 expression after transplantation. Interestingly, the expression of these adhesion molecules was higher in 4 week MAC-1<sup>+</sup> HSCs also compared with SS HSCs. This could be due to alterations in the niche itself as a result of radiation damage (Cao et al., 2011), or that high expression of these adhesion molecules is particularly critical during engraftment.

The HSC pool is heterogeneous in reconstitution potential as well as lineage output and is subject to change with age and external signals. In contrast to HSCs from adult bone marrow, fetal liver (FL)-HSCs show a high reconstitution potential in combination with extensive proliferation and a metabolism driven mainly by oxidative phosphorylation. Recent publications have identified molecular (Li et al., 2020), as well as functional heterogeneity (Gao et al., 2022), also within the FL-HSC compartment. Although it is well established that FL-HSCs broadly express MAC-1 (Morrison et al., 1995), it would be interesting to investigate in more detail if there are functionally distinct subsets of FL-HSCs displaying differential MAC-1 expression levels, similar to what we have observed for adult stressed HSCs.

To summarize, we demonstrate that differences in cell cycle and transcriptional profile between regenerating MAC-1<sup>-</sup> and MAC-1<sup>+</sup> HSCs correlate with functional capacity *in vivo*, assessed in secondary and tertiary transplantations, as well as in transplantation after 5FU treatment. Our findings enable the identification and purification of long-term reconstituting HSCs during active regeneration, without the use of genetically modified mouse models or other compromising labeling techniques, and may give new insights into mechanisms regulating maintenance of HSCs and their return to quiescence following regenerative stress.

## EXPERIMENTAL PROCEDURES

### Resource availability

#### Materials availability

This study did not generate new unique reagents.

#### Data and code availability

RNA sequencing (RNA-seq) data are available at the NCBI GEO repository with accession number GEO: GSE223648.

### Mice

Animals were housed in ventilated racks with free access to autoclaved food and water at the Biomedical Center, Lund University. All experiments were approved by the Lund University Animal Ethical Committee (permit 8042/2020). LY5.1 (B6SJL) and F1 (B6SJL x C57BL/6) mice were obtained from in-house breeding.

LY5.2 (C57BL/6NTac) mice were obtained from Taconic. Conventional KO mice B6.129S4-*Itgam*<sup>tm1Myd/J</sup> (*Itgam*<sup>-/-</sup>) and LY5.2 (C57BL/6J) were obtained from Jackson. F1 offspring were bred to obtain *Itgam*<sup>-/-</sup> and *Itgam*<sup>+/-</sup> littermates used for bone marrow analyses and competitive transplantation. UBC-GFP mice (C57BL/6-Tg(UBC-GFP)30Scha/J) were obtained from Jackson.

### Peripheral blood and bone marrow preparation

Peripheral blood from tail vein was collected in Microvette tubes (Sarstedt). Before antibody staining, erythrocytes were lysed with NH<sub>4</sub>Cl (STEMCELL Technologies). Bone marrow cells were obtained by crushing femur, tibia, iliac, spine, and sternum using a mortar and pestle, and the cell suspension was filtered through a 40 µm cell strainer. For cKIT enrichment, anti-cKIT magnetic beads were used together with MACS LS columns (Miltenyi Biotec). For lineage depletion, biotinylated antibodies against GR-1, CD3e, B220, TER119 (Biolegend) were used in combination with anti-biotin microbeads (Miltenyi Biotec), followed by separation using MACS LS columns.

### Flow cytometry analysis and cell sorting

For transplantation experiments described in Figures 1C and 2D, LSK cells were sorted from cKIT-enriched bone marrow cells stained with CD3e-PECy5 (145-2C11); B220-PECy5 (RA3-6B2); GR1-PECy5 (RB6-8C5); TER119-PECy5 (TER-119); NK1.1-PECy5 (PK136); and SCA1-BV421 (D7), all from BioLegend, and cKIT-APC-eFluor780 (2B8, eBioscience). HSCs (LSK, CD48<sup>-</sup>, CD150<sup>+</sup>) were sorted from cKIT-enriched bone marrow cells stained with the antibodies above together with CD48-APC (HM48-01, BioLegend), CD150-PECy7 (TC15-12F12.2, BioLegend), and CD11b-fluorescein isothiocyanate (FITC; M1/70, BioLegend). CD45.1-PE (A20, BioLegend) was used to label donor cells in experiment described in Figure 1C and, in combination with CD45.2-BV785 (104, BioLegend), in experiments described in Figures 2D and 4D.

For transplantation experiment described in Figure 4D, HSCs (Lin<sup>-</sup>, SCA1<sup>+</sup>, CD48<sup>-</sup>, CD150<sup>+</sup>) were sorted from lineage-depleted bone marrow cells stained with the antibodies described above. For transplantations using UBC-GFP mice, the following antibodies were used: CD3e-PECy5; B220-PECy5; GR1-PECy5; TER119-PECy5; NK1.1-PECy5; SCA1-BV421; cKIT-APC-eFluor780; CD48-PE; CD150-PECy7; CD11b-BV785; and EPCR-APC (RCR-16, BioLegend). Cells were sorted on FACS Aria III or FACSymphony (BD).

Whole bone marrow (WBM) staining for myeloerythroid progenitor populations (Pronk et al., 2007) was done using CD3e-PECy5; B220-PECy5; GR1-PECy5; TER119-PECy5; NK1.1-PECy5; SCA1-BV421; cKIT-APC-eFluor780; and CD150-PECy7 as described above, in combination with CD41-FITC (MWRReg30, BD Biosciences), CD16/32-APC (93, BioLegend), and CD105-PE (MJ7/18, Santa Cruz). Dead cells were excluded from all BM sorts and analyses using 7-aminoactinomycin D (7AAD).

Peripheral blood was stained using CD45.1-FITC; CD45.2-PE; B220-APC; CD3e-APC; B220-PECy5; CD11b-PECy5; and GR1-PECy5. Blood from mice transplanted with GFP cells were either stained using CD41-PE and TER119-PECy5 before red blood cell lysis or after lysis using B220-APC, CD3e-APC, B220-PECy5, CD11b-PECy5, and GR1-PECy5. In Figure S3C, the following antibodies

were used: CD166-PE (eBioALC48, eBioscience), CXCR4-BV421 (L276F12, BioLegend), and CD18-FITC (M18/2, BioLegend). Cells were analyzed on LSRFortessa or LSRFortessa X-20 (BD).

All analysis was performed using FlowJo software (Tree Star).

### Transplantations

How the deposited data were processed for this re-analysis (not part of the article)

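RNA of HSCs sorted by MAC-1 was sequenced in 16 samples of 5 populations, SS MAC-1-, SS MAC-1 low and 4 week MAC-1 low, MAC-1- and MAC-1+. Each sample was mapped to its population and replicate number by its label, and the columns of the table were matched to samples by the labels. The authors deposited 1 table of counts, the whole number of reads counted on each gene in each sample, without normalization. They made it with the nf-core RNA-seq pipeline and STAR, and the program that counted the reads, the genome build and the annotation are not given in the sources used here. SMART-Seq copies whole transcripts and carries no molecular identifiers, so PCR copies of a molecule are counted as reads, and longer transcripts give more of them. Every count started from few cells, so that a gene can be missed in a whole sample by chance.

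The table holds 46078 genes, 0 of its lines name no gene, and 214 gene names stand on more than 1 line. These were kept apart by their Ensembl identifiers. Of the identifiers, 45229 were found in GENCODE M21, holding 99.9% of the counts. That annotation gave chromosome, start, end, gene type and the GC content and length of exons, and it is a match made here, not the annotation of the authors. The totals ran from 13781278 to 28580658 counts per sample. At a mean of 100 counts or more, 20.8% of the genes still had a sample at 0. A count of 0 was taken to allow up to 3 counts in that sample, a floor that, like every interval here, covers counting error only.

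The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and statmod 1.5.0, and plots were drawn in Python 3.11.15 with matplotlib 3.10.9. edgeR's TMM factors, its filter on low counts with default settings and its robust quasi-likelihood test were applied to all samples in 1 model with a mean per population, and each comparison was a contrast in that model. Adjusted p are Benjamini-Hochberg values, with thresholds of 0.1 for genes and 0.05 for gene sets. Counts of differentially expressed genes also require an absolute log2 fold change above 1, while a single gene or a member of a list is called on its adjusted p alone. CPM were scaled with the TMM factors, and log2 CPM used a prior count of 2. Whether the MAC-1 low against MAC-1- difference differs between 4 weeks and SS was tested as an interaction. The tests of single genes by edgeR, DESeq2 and limma-voom were first run on simulated counts with known changes.

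PCA used the 1000 most variable genes, as in the paper. Gene sets with at least 5 tested members were tested with camera. The sets stand for MYC targets, oxidative phosphorylation, S phase, G2/M, megakaryocyte, erythroid, lymphoid, myeloid, interferon, immediate-early and other HSC genes and for the lists the paper names. Lists for neutrophils, monocytes/macrophages, NK cells, B cells and erythroblasts, and a list of sex-linked genes, served as checks for other cells and for the sex of the donors. The genes named in the text are those the paper names for its RNA sequencing or shows in Figure 3B, both MAC-1 subunits, the sex-linked genes, *Mki67*, *Myc*, *Cdk6* and *Cdkn1c*, and members of the lists for other cells where a list is reported. Added to them are, for the comparisons of 4 week MAC-1+ with 4 week MAC-1- HSCs, of both SS populations and for the interaction, up to 5 genes per direction with the largest fold change among those past the thresholds with a mean of at least 50 normalized counts. For the first pair of comparisons the samples of both groups had to be without overlap. Of the genes the paper names, 1 is not reported here.

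The mapping of samples, the thresholds, the gene lists, the rule for named genes, the model and the list of alternatives were chosen before the data were examined. The alternatives were DESeq2, limma-voom with sample weights, DESeq2's size factors in edgeR, no filter or a stricter filter on low counts, protein-coding genes alone, only the groups compared, counts thinned to the smallest total, an offset per sample for GC content and gene length, the number of detected genes as a covariate, the replicate number as a block with and without that offset, other thresholds, a joint F test, other choices of genes, components and scaling for PCA, other set tests, sets without the genes the paper names, and leaving out each sample in turn. Random regroupings of the samples were limited to 100, and to 30 with DESeq2. The MSigDB collections, the published lists of low or high output and of divisional history and the paper's functional assays were not analysed here.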

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

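The tests of the G2/M, immediate-early, neutrophil and interferon genes, of NK cells by *Nkg7*, of the other HSC genes and of genes that follow *S100a8*, the set tests of the interaction and the regroupings of the set tests were chosen only after the results were seen.

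Among the 4 samples of 4 week MAC-1 low HSCs, the only population of that size, 88 values of named genes and sets were searched for a sample far from the other samples, and 6 were found. Chance gives this for about 1 value in 20. In replicate 2, *Cdk6* was at 107 CPM (the others at 177 to 182), *Ets1* at 20.7 CPM (1.50 to 2.88), *Mfsd2b* at 22.5 CPM (0.490 to 3.93) and *Wfdc21* at 3.26 CPM (0 in the others). In replicate 3, *Hbb-bs* was at 0.0514 CPM (6.74 to 7.21), a gene whose reads the authors' counting could split with *Hbb-bt* and whose direction between 4 week MAC-1+ and 4 week MAC-1- HSCs turned with the number of detected genes as a covariate (log2 fold change 0.97). In replicate 1, the erythroblast list had a mean of 1.84 log2 CPM (0.82 to 0.97). The total of replicate 2, 21137568 counts, lies inside the range of its population. No cause was tested for these values, and the design names no biological difference between samples of 1 population.

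The difference between MAC-1 low and MAC-1- HSCs differed between 4 weeks and SS for 12 of the 18 gene sets, by camera on the interaction (adjusted p below 0.05). The median interaction was -0.99 for G2/M, -0.67 for S phase, -0.53 for megakaryocyte, -0.29 for MYC target and -0.24 for oxidative phosphorylation genes, and -2.12 for the paper's megakaryocytic/erythroid genes. It was 1.26 for the HSC signature genes, 0.51 for the other HSC genes, 0.99 for the paper's lymphoid and myeloid genes, 0.95 for immediate-early, 0.45 for interferon and 1.39 for B cell genes. With a correlation estimated from the data, the megakaryocyte (adjusted p = 0.0621), oxidative phosphorylation (0.169), lymphoid and myeloid (0.0603) and B cell (0.176) sets did not pass, and with fry the B cell set did not (0.114, limma). The lists the paper names were chosen on these samples. Leaving out each sample was run for the interaction of 3 sets, with a median of -1.18 to -0.77 for G2/M, -0.84 to -0.62 for S phase and 0.82 to 1.11 for immediate-early genes.

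The G2/M genes were higher in SS MAC-1 low than in SS MAC-1- HSCs (median log2 fold change 0.84, 88.9% of the genes positive, adjusted p = 1.03e-09, limma's camera) and lower in 4 week MAC-1 low than in 4 week MAC-1- HSCs (median log2 fold change -0.16, adjusted p = 0.0281, limma's camera, and 0.145 with fry). Of 100 regroupings of the samples, 1, the real one, gave an interaction as large. The set was picked from 18 after the results were seen, and the regroupings take no account of that choice, so they alone do not exclude chance. Depth is argued against by counts thinned to the smallest total, with a median of -0.94, and a single sample by the median nearest to 0 with 1 sample left out, -0.77 without SS MAC-1 low replicate 2. Cycling progenitors carried over into the SS MAC-1 low sort would raise G2/M genes and lower HSC genes. The HSC signature genes went both ways there, 33.3% of them higher in SS MAC-1 low, with a median of -0.0884. The paper named them as stable in SS HSCs on these samples, so they cannot test for such progenitors. The other HSC genes had a median log2 fold change of -0.26 there, with 40% positive, and did not pass (adjusted p = 0.0880, limma's camera, and 0.139 with fry). Progenitors carried over and a higher share of cycling HSCs in SS MAC-1 low therefore cannot be told apart. Transplantation, the biological difference that the design names, stays open and untested as well.

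Immediate-early genes were lower in SS MAC-1 low than in SS MAC-1- HSCs (median log2 fold change -0.62, 12.5% positive, adjusted p = 4.21e-06, limma's camera, and 0.00296 with fry). In 4 week MAC-1 low against 4 week MAC-1- HSCs their median was 0.30 and their mean -0.0901. There they passed as higher by camera (adjusted p = 0.0281) and with fry (0.0427), and did not with an estimated correlation (0.131, limma). These genes respond to the handling of cells, and no record of it is among the labels, so that handling and a difference between the populations cannot be told apart. In 4 week MAC-1+ against 4 week MAC-1- HSCs, which the paper does not report, the set passed as higher by camera (adjusted p = 0.0225) with a median of 0.24 and a mean of -0.16, so the median and the test differ from the mean in sign. It passed with fry (0.0286) and did not with an estimated correlation (0.137) or the number of detected genes as a covariate (0.114), in a range of 0.00195 to 0.137 over the alternatives (limma). Its median was 0.55, 0.50 and 0.25 without 4 week MAC-1+ replicate 1, 2 or 3 and 0.11, 0.50 and 0.28 without 4 week MAC-1- replicate 1, 2 or 3, and the call was lost with an adjusted p of 0.102 without 4 week MAC-1+ replicate 3 and 0.101 without 4 week MAC-1- replicate 3 (limma's camera).

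For single genes, edgeR called the interaction for 8 genes, 7 with a higher and 1 with a lower difference at 4 weeks, DESeq2 for 753 and limma-voom for 16. The named genes were *Mgst1* (log2 interaction 2.95, adjusted p = 0.0583, edgeR), *Ccl4* (2.58, 0.0984), *Cdk17* (1.94, 0.0984), the unnamed transcript RP23-329A21.3 (1.87, 0.0583), *Ifitm1* (1.48, 0.0583) and *Ska1* (-8.09, 0.0920). The value of *Ska1* rests on SS MAC-1- samples with 0, 0 and 4 counts, against 293, 194 and 1058 in SS MAC-1 low, 236, 889 and 814 in 4 week MAC-1- and 403, 609, 907 and 1696 in 4 week MAC-1 low samples. *Ccl4* and *Ifitm1* have close relatives with which reads could be shared. The count was 14 and 4 without 4 week MAC-1+ replicate 1 or 3, 0, 5 and 1 without 4 week MAC-1- replicate 1, 2 or 3, 1, 5 and 0 without 4 week MAC-1 low replicate 1, 3 or 4, 17 and 13 without SS MAC-1- replicate 1 or 2 and 0 and 0 without SS MAC-1 low replicate 2 or 3. Of 100 regroupings, 2, the real one among them, gave as many genes, and the largest other gave 9. That share is below the level used here, but the count fell to 0 without single samples, so the regroupings alone do not exclude chance. No named gene was tested alone. The count was 8 with thinned counts and 10 with the GC and length offset.

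Genes of the interferon response, which the paper does not report, were higher in 4 week MAC-1+ than in 4 week MAC-1- HSCs (median log2 fold change 1.09 over 44 genes, 86.4% positive, adjusted p = 5.47e-09, limma's camera, 3.98e-05 with fry and 6.09e-04 with an estimated correlation). Their mean per sample was 4.29 ± 0.33 log2 CPM in SS MAC-1-, 4.44 ± 0.47 in SS MAC-1 low, 4.70 ± 0.16 in 4 week MAC-1-, 5.43 ± 0.11 in 4 week MAC-1 low and 5.79 ± 0.12 in 4 week MAC-1+ HSCs, each 4 week MAC-1+ sample above each 4 week MAC-1- sample. *Uba7* of the list is also an HSC signature gene. The median was 1.11 with counts thinned to the smallest total and 1.07 with the GC and length offset, which argues against depth and against a trend with GC content or length as the whole cause, and it stayed between 0.91 and 1.19 with each sample left out. Neutrophil lineage cells, or others rich in *S100a8*, would bring the most to 4 week MAC-1+ replicate 3, where *S100a8* was higher than in replicate 1 by 5.37 on the log2 scale. The interferon genes differed there by a median of -0.22 (quartiles -0.96 and 0.48), which argues against such cells as their source as a set. Other cells poor in *S100a8* stay open, and so, untested, does a difference between HSCs by their level of MAC-1.

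Genes of mature neutrophils, which the paper does not report, were higher in 4 week MAC-1+ than in 4 week MAC-1- HSCs (median log2 fold change 6.04 over 8 tested genes, 6.01 with genes at 0 in 1 group set to their floor, adjusted p = 2.25e-07, limma's camera). The list passed in every alternative and with each sample left out (median 4.22 to 8.67). Its mean was 6.77 ± 2.14 log2 CPM in 4 week MAC-1+, 2.66 ± 0.77 in 4 week MAC-1 low, 1.99 ± 0.28 in 4 week MAC-1-, 4.73 ± 0.09 in SS MAC-1 low and 2.65 ± 0.67 in SS MAC-1- samples. Of its 14 genes with counts, 11 had their highest value of all samples in 4 week MAC-1+ replicate 3, against 6 of 19 on the monocyte/macrophage, 0 of 12 on the NK cell, 0 of 12 on the B cell and 1 of 9 on the erythroblast list. *S100a8* had 98876 counts there and 1987 and 7403 in the other 4 week MAC-1+ samples. After thinning to equal totals it was 8.44 times the highest other sample, which argues against depth. *Lyz2*, which is also on the monocyte/macrophage and myeloid lists, was at 346 to 759 CPM in all samples and did not differ (log2 fold change 0.15, adjusted p = 0.849, edgeR, and -0.0109 without 4 week MAC-1- replicate 1). A level this high in HSCs would hide a small share of neutrophils, so that neutrophil lineage cells in that sample and expression of these genes by its HSCs cannot be told apart.

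Mature myeloid or NK cells in the MAC-1+ sort, which could carry MAC-1 themselves, were tested over the whole comparison by *S100a8*, *S100a9*, *Lyz2* and *Nkg7*. Of these 4 genes, 2 (*S100a8* and *S100a9*) were higher in 4 week MAC-1+ past the thresholds in edgeR. Without 4 week MAC-1+ replicate 3 their log2 fold changes went from 6.15 to 3.78 and from 5.64 to 3.38. The *S100a8* call was lost with an adjusted p of 0.315 with limma-voom, 0.101 without the filter on low counts and 0.154 in a model of only the groups compared (range 2.15e-07 to 0.315 over the alternatives) and that of *S100a9* with 0.217 with limma-voom and 0.126 in a model of only the groups compared (range 1.34e-07 to 0.217). *Nkg7* had a log2 fold change of -2.51 (adjusted p = 0.0643, edgeR). Its call was lost with an adjusted p of 0.103 and 0.256 without 4 week MAC-1+ replicate 1 or 2 and 0.102, 0.125 and 0.227 without 4 week MAC-1- replicate 1, 2 or 3, and with 0.127 with the GC and length offset, 0.255 without the filter on low counts and 0.234 in a model of only the groups compared (range 0.00495 to 0.255), while its log2 fold change was -3.88 without 4 week MAC-1+ replicate 3 and stayed below 0 under every alternative and with each sample left out. The other NK cell genes stayed near 0 in the 4 week MAC-1+ samples, with *Ccl5* the highest, at 0 to 1.76 CPM. This argues against NK cells as the source of the genes higher there. The NK cell list had fewer than 5 tested genes and no set test. Carried-over cells would dilute the transcripts of HSCs, and the other HSC genes were higher in 4 week MAC-1+ HSCs by a median of 0.93, which argues against dilution as the cause of the genes lower there and against mature cells as the source of the HSC genes higher there. The 151 genes called as higher in 4 week MAC-1+ HSCs differed between its replicates 3 and 1 by a median of -0.0978 on the log2 scale (quartiles -0.53 and 0.39), against 5.37 for *S100a8*. For the called genes as a set, this argues against neutrophil lineage cells, or others rich in *S100a8*, as the source. A call favours genes with a small spread between replicates, so genes brought by such cells were less likely to be called. The values therefore say nothing about genes that were not called. For the 16 of the 151 genes where replicate 3 was higher by more than 1, and for myeloid cells poor in *S100a8*, cells carried over and a difference between the HSCs cannot be told apart. Of the 4 genes tested 2 were higher, and the high level of *Lyz2* in all samples would hide a small share. The monocyte/macrophage list, in data the paper does not report, passed with a median log2 fold change of 0.57 over 11 genes, 0.145 with *Hmox1* at its floor (adjusted p = 0.0418, limma's camera, 0.0286 with fry). It did not pass with an estimated correlation (0.107), fgsea (0.128) or the number of detected genes as a covariate (0.136), in a range of 0.00674 to 0.136 over the alternatives. Its median was 1.31, 1.52 and 0.21 without 4 week MAC-1+ replicate 1, 2 or 3, 2.12, 2.37 and 1.03 without 4 week MAC-1- replicate 1, 2 or 3, 0.36, 1.25 and 0.39 without 4 week MAC-1 low replicate 1, 2 or 3, 1.22, 1.22 and 1.22 without SS MAC-1- replicate 1, 2 or 3 and 1.25 and 1.25 without SS MAC-1 low replicate 2 or 3, and the call was lost with an adjusted p of 0.170 without 4 week MAC-1+ replicate 3, 0.0517 and 0.0716 without 4 week MAC-1- replicate 1 or 3 and 0.0687 and 0.0692 without 4 week MAC-1 low replicate 1 or 3 (limma's camera).

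The B cell list, not reported in the paper, passed in 4 week MAC-1+ against 4 week MAC-1- HSCs with a median log2 fold change of 1.47 over 6 genes, of which *Cd79b*, *Ighm* and *Cd74* are also on the lymphoid list (adjusted p = 5.26e-04, limma's camera, 0.0118 with fry). It did not pass with an estimated correlation (0.0615) or fgsea (0.129), in a range of 2.06e-05 to 0.129, and its median was 0.93 without 4 week MAC-1+ replicate 2 and 0.72 without 4 week MAC-1- replicate 3. The means were 3.47 ± 1.17 log2 CPM in SS MAC-1-, 3.78 ± 1.69 in SS MAC-1 low, 2.63 ± 0.62 in 4 week MAC-1-, 3.94 ± 0.77 in 4 week MAC-1 low and 3.99 ± 0.73 in 4 week MAC-1+ HSCs. No test was made of B cells in the sort beyond these values. The erythroblast list passed as higher in 4 week MAC-1+ HSCs with a median of 2.35 over 7 genes, among them *Hbb-bt*, *Hbb-bs*, *Hba-a1*, *Car1* and *Car2* of the erythroid set (adjusted p = 0.0386, limma's camera). It did not pass with an estimated correlation (0.158), fgsea (0.0675), fry (0.0580), a stricter filter on low counts (0.0878), only the groups compared (0.0599) or thinned counts (0.0575), in a range of 0.0101 to 0.158, and was lost with an adjusted p of 0.107 and 0.127 without 4 week MAC-1+ replicate 1 or 3, 0.107 and 0.0753 without 4 week MAC-1- replicate 2 or 3 and 0.0615 without 4 week MAC-1 low replicate 1 (limma's camera), where its median was 1.08 and 1.93 without 4 week MAC-1+ replicate 1 or 3, 1.76 and 1.77 without 4 week MAC-1- replicate 2 or 3 and 1.16 without 4 week MAC-1 low replicate 1. *Hbb-bt* was at 8.51 to 12.1 CPM in the 4 week MAC-1- and 69.6 to 95.6 in the 4 week MAC-1+ samples (log2 fold change 2.99, adjusted p = 0.00413, edgeR). Although its reads cannot be kept apart from those of *Hbb-bs* with certainty, *Hbb-bs* was at 3.44 to 5.77 CPM in the 4 week MAC-1- samples. Both argue against erythroblasts in the 4 week MAC-1- sort as the source of the difference between these populations.

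Of the 338 genes called between 4 week MAC-1+ and 4 week MAC-1- HSCs, 325 are not named in the paper. The count was 200 and 220 without 4 week MAC-1+ replicate 2 or 3 and 196, 188 and 201 without 4 week MAC-1- replicate 1, 2 or 3. Of the technical explanations, a difference in depth is argued against by the 327 genes called after thinning and a trend with GC content or length as the whole cause by the 232 called with the offset, although the genes lower in 4 week MAC-1+ went from 187 to 104. A difference in the sex of the donors is argued against by *Ddx3y* and *Eif2s3y*, which summed to at least 156 CPM in every sample, and by *Xist*, at most 4.56 CPM. Of the 10 ways to split these samples into 3 and 3, 1, the real one, gave as many genes, and the others gave 0 with edgeR, but so few splits cannot give a share below 0.05, so they alone do not exclude chance. For the gene sets, too, 1 of 10 splits, the real one, put 17 past the threshold, and the others 5 to 12, with the same limit. For genes higher in 4 week MAC-1+ other than HSC genes, mature myeloid cells carried over stay open where they are poor in *S100a8* or the gene follows it. For the genes lower there, no cells in the 4 week MAC-1- sort other than erythroblasts were tested. A difference between HSCs by their level of MAC-1 stays open, untested.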

How the results depend on the processing

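No setting given here was chosen after the results were seen. Of the 12 counts and PCA separations, 4 stayed on the same side of their threshold, or within 1.5 times, under every alternative: PCA separation of the 5 populations (silhouette 0.190 to 0.640), PCA separation of the 4 week populations (0.568 to 0.733), the number of gene sets past the threshold (13 to 17) and that of HSC signature genes that rose and passed (6 to 10). Of 18 gene sets, 13 kept their direction and side under every alternative and with each sample left out, among them, with medians over both, MYC targets (-0.68 to -0.54), oxidative phosphorylation (-0.88 to -0.55), S phase (-0.84 to -0.64), megakaryocyte (-2.56 to -1.66), lymphoid (0.79 to 1.52) and myeloid genes (0.50 to 2.18). Among these 13 sets, the median moved by over 1.5 times for myeloid, lymphoid and G2/M genes. It went from 1.46 to 0.50 for myeloid genes without 4 week MAC-1+ replicate 3. For lymphoid genes it went from 1.39 to 0.79 without 4 week MAC-1+ replicate 2. For G2/M genes it went from -0.54 to -0.29 with the number of detected genes as a covariate. Of 61 single genes, 33 passed in edgeR, and 12 of these did so under every alternative and with each sample left out.

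The edgeR counts were 558 over the 5 populations, 151 higher in 4 week MAC-1+ and 187 in 4 week MAC-1- HSCs, 25 for 4 week MAC-1 low against MAC-1-, 0 for 4 week MAC-1+ against MAC-1 low, 2 in SS and 8 for the interaction. The counts and log2 fold changes given next are those that moved by more than 1.5 times, changed sides of the threshold or turned in sign (for single genes, in 4 week MAC-1+ against 4 week MAC-1- HSCs), and the cause was not tested. With DESeq2, the counts were 3490 over the 5 populations, 763 higher in MAC-1+, 575 higher in MAC-1-, 454 for MAC-1 low against MAC-1-, 369 for MAC-1+ against MAC-1 low, 882 in SS, 753 for the interaction and 1 HSC signature gene in SS, and *Alcam* 4.23, *Cxcr4* 1.62 and *Notch2* 1.58 against 4 week MAC-1-, *Cxcr4* 2.12 and *Notch2* 1.89 against SS MAC-1-, *Notch2* 1.51 against SS MAC-1 low and *Cxcr4* 1.62 against the mean of SS passed, and *Hbb-bs* at 0.0461 turned. With DESeq2's size factors, the count was 1 in SS, and *Hbb-bs* at 0.0422 turned. With limma-voom, the counts were 962 over the 5 populations, 367 higher in MAC-1+, 330 higher in MAC-1-, 205 for MAC-1 low against MAC-1-, 1 for MAC-1+ against MAC-1 low, 0 in SS and 16 for the interaction, and *Alcam* 4.50 and *Cxcr4* 1.71 against 4 week MAC-1- and *Cxcr4* 1.84 against the mean of SS passed, and *Notch2* 1.67 against the mean of SS did not, and *Cdkn1c* at -0.18 turned. Without the filter on low counts, the counts were 47 for MAC-1 low against MAC-1-, 5 for MAC-1+ against MAC-1 low, 14 in SS and 31 for the interaction, and *Cxcr4* 2.09 against SS MAC-1- and *Cxcr4* 1.59 against the mean of SS passed, and *Notch2* 1.67 against the mean of SS did not, and the erythroid median at 0 and *Hbb-bs* at 0.0266 turned. With a mean of at least 50 counts, the count was 1 in SS, and *Alcam* 4.17 against 4 week MAC-1-, *Cxcr4* 2.07 against SS MAC-1- and *Cxcr4* 1.56 against the mean of SS passed. Among protein-coding genes, the counts were 3 for MAC-1+ against MAC-1 low and 5 in SS, and *Alcam* 4.15 against 4 week MAC-1-, *Cxcr4* 2.04 against SS MAC-1- and *Cxcr4* 1.55 against the mean of SS passed, and *Notch2* 1.63 against the mean of SS did not. In models of only the groups compared, the counts were 66 higher in MAC-1+, 79 higher in MAC-1-, 15 for MAC-1 low against MAC-1- and 0 in SS, and *Alcam* 4.18 against 4 week MAC-1- passed, and *Notch2* 1.69 against the mean of SS did not. With the GC and length offset, the counts were 104 higher in MAC-1- and 0 in SS, and *Notch2* 1.40 against the mean of SS did not, and *Hbb-bs* at 0.27 and *Myc* at 0.00422 turned. With the number of detected genes as a covariate, the count was 4 for the interaction, and *Alcam* 5.45 against 4 week MAC-1- passed, and *Hbb-bs* at 0.97 and *Ska1* at -0.25 turned. At an adjusted p below 0.05, the counts were 284 over the 5 populations, 80 higher in MAC-1+, 15 for MAC-1 low against MAC-1-, 0 in SS and 0 for the interaction. Tested against an absolute log2 fold change of 1, the counts were 25 over the 5 populations, 14 higher in MAC-1+, 6 higher in MAC-1-, 2 for MAC-1 low against MAC-1- and 0 in SS. With no threshold on the fold change, the counts were 282 higher in MAC-1- and 38 for MAC-1 low against MAC-1-. In the joint F test, the count was 254 over the 5 populations. Adjusted over the list alone, *Alcam* 4.16, *Cxcr4* 1.54 and *Notch2* 1.50 against 4 week MAC-1-, *Cxcr4* 2.07 and *Notch2* 1.84 against SS MAC-1-, *Notch2* 1.47 against SS MAC-1 low and *Cxcr4* 1.57 against the mean of SS passed.

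Among single genes, 48 of 61 with DESeq2, 50 of 61 with limma-voom, 53 of 61 with the GC and length offset, 55 of 61 without the filter on low counts, 55 of 61 with the number of detected genes as a covariate and 54 of 61 in a model of only the groups compared kept their direction and side. DESeq2 added 12 calls and lost 0, limma-voom added 7 and lost 3, and the model of only the groups compared lost 7. With 1 sample left out, 80 of 976 values lost the threshold, 5 gained it and 12 turned in sign.

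With each sample left out in turn, the counts ran from 317 to 541 over the 5 populations, 74 to 157 higher in MAC-1+, 107 to 206 higher in MAC-1-, 8 to 30 for MAC-1 low against MAC-1-, 0 to 18 for MAC-1+ against MAC-1 low, 0 to 16 in SS and 0 to 17 for the interaction. The log2 fold change ran for *Alcam* against 4 week MAC-1- from 3.68 to 4.48 and *Notch2* against the mean of SS from 1.45 to 1.80. Those that turned in sign, *Cdkn1c*, *Hbb-bs*, *Lyz2* and *Ska1*, ran from -1.37 to 0.95, -0.67 to 0.57, -0.0109 to 0.36 and -0.23 to 0.65. Leaving out a sample lowers the number that estimate the spread, which alone can change a call.

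The replicate numbers of the labels were tested for pairing over 5000 genes. The deviations of same-numbered samples from their population means correlated across genes with an r of -0.0444 to 0.0908 in 9 pairs of 4 week samples and -0.0224 to 0.0278 in 3 pairs of SS samples, with 0 and 0 pairs above 0.1, so the numbers showed no pairing. In the 4 week samples the numbers of MAC-1- do not all match those of other populations with neighbouring library codes. Equal numbers may therefore not mark samples sorted together, and a block by number would then not remove a difference between sorts. With the replicate number as a block the counts were 370 over the 5 populations, 86 higher in MAC-1+, 7 for MAC-1 low against MAC-1- and 0 for the interaction, *Notch2* 1.63 against the mean of SS did not pass, and *Cdkn1c* at -0.39 turned. With the replicate block and the GC and length offset the counts were 235 over the 5 populations, 71 higher in MAC-1+, 71 higher in MAC-1-, 10 for MAC-1 low against MAC-1-, 0 in SS and 1 for the interaction, *Notch2* 1.36 against the mean of SS did not pass, and *Cdkn1c* at -0.19, *Hbb-bs* at 0.22 and *Myc* at 8.76e-06 turned. Of single genes, 49 of 61 stayed on their side with the block and 41 with both.

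With counts thinned to the smallest total, the counts of genes stayed within 1.5 times of those without it, and 13661 of 46078 genes had counts enough to be tested.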

Differences from the paper's values

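None of the tests given here was chosen after the results were seen. The paper states 3452 genes differentially expressed between the 5 populations. edgeR gave 558 as a union of all pairwise comparisons. Of the alternatives set before the data were examined, DESeq2, the tool of the paper's methods, gave 3490, which is within 1.5 times of the paper's value. The others did not reach it, with 520 with DESeq2's size factors, 425 with the GC and length offset, 284 with an adjusted p below 0.05, 25 with a test against an absolute log2 fold change of 1, 254 with a joint F test, 962 with limma-voom, 638 with a stricter filter on low counts, 570 with no filter on low counts, 682 with no threshold on the fold change, 505 with the number of detected genes as a covariate, 596 with protein-coding genes alone and 560 with thinned counts. The paper's text does not name how the 5 populations were compared. The paper shows about 760 genes higher in 4 week MAC-1+ than in 4 week MAC-1- HSCs in Fig. 3F, read by eye, and edgeR called 151. DESeq2 called 763, within the same limit, and the other alternatives set before the data were examined were below it, with 164 with DESeq2's size factors, 128 with the GC and length offset, 80 with an adjusted p below 0.05, 14 with a test against an absolute log2 fold change of 1, 367 with limma-voom, 169 with a stricter filter on low counts, 156 with no filter on low counts, 162 with no threshold on the fold change, 102 with the number of detected genes as a covariate, 66 with only the groups compared, 150 with protein-coding genes alone and 152 with thinned counts. In the other direction, the paper shows about 570 genes higher in 4 week MAC-1- HSCs in Fig. 3F, read by eye, and edgeR called 187. Of these alternatives DESeq2 came within the limit, with 575, and the others did not, with 150 with DESeq2's size factors, 104 with the GC and length offset, 127 with an adjusted p below 0.05, 6 with a test against an absolute log2 fold change of 1, 330 with limma-voom, 206 with a stricter filter on low counts, 149 with no filter on low counts, 282 with no threshold on the fold change, 173 with the number of detected genes as a covariate, 79 with only the groups compared, 204 with protein-coding genes alone and 175 with thinned counts. No value with 1 sample left out came within the limit. The count over the 5 populations was 345 and 349 without 4 week MAC-1+ replicate 2 or 3 and 336, 317 and 348 without 4 week MAC-1- replicate 1, 2 or 3, that of genes higher in 4 week MAC-1+ HSCs 84 and 93 without 4 week MAC-1+ replicate 2 or 3 and 74, 81 and 75 without 4 week MAC-1- replicate 1, 2 or 3 and that of genes higher in 4 week MAC-1- HSCs 116 without 4 week MAC-1+ replicate 2 and 122 and 107 without 4 week MAC-1- replicate 1 or 2.

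Of the 3 adhesion genes, the paper states a higher expression in 4 week MAC-1+ HSCs than in 4 week MAC-1- and SS HSCs. All had positive log2 fold changes here in each comparison, and edgeR called none of them over all genes against 4 week MAC-1- HSCs. Each was called by DESeq2 and when adjusted over the list alone, *Cxcr4* also by limma-voom, and *Alcam* also by limma-voom, with the stricter filter on low counts, the covariate for detected genes, only the groups compared and protein-coding genes alone, and without SS MAC-1- replicate 2 or 3. Against the mean of both SS populations *Notch2* was called by edgeR, and *Cxcr4* by DESeq2, over the list alone, by limma-voom, with the stricter and with no filter on low counts and among protein-coding genes. Against SS MAC-1- alone, *Cxcr4* was called by DESeq2, over the list alone, with the stricter and with no filter and among protein-coding genes, and *Notch2* by DESeq2 and over the list alone. Against SS MAC-1 low alone, *Notch2* was called by DESeq2 and over the list alone. *Alcam* passed against no SS population in any setting (adjusted p from 0.271 to 0.863 over the alternatives against their mean), nor did *Cxcr4* against SS MAC-1 low (0.129 to 0.619).

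The paper names 12 HSC signature genes as rising with MAC-1 at 4 weeks. The population means rose at both steps in 10 of them, while *Uba7* fell from 4 week MAC-1- to 4 week MAC-1 low HSCs (log2 fold change -0.0893). The difference between 4 week MAC-1+ and 4 week MAC-1- HSCs passed in edgeR over all genes for 7. *Fgd5* was called by DESeq2, with DESeq2's size factors, by limma-voom, with the stricter filter and without 4 week MAC-1- replicate 2, *Nupr1* by DESeq2, with its size factors, by limma-voom, with the GC and length offset, with thinned counts and without 4 week MAC-1+ replicate 2, *Glipr1l1* and *Uba7* by DESeq2, and all 4 when adjusted over the list alone. The paper names these genes as stably expressed in SS HSCs, where edgeR called 0 (with 1 at an unadjusted p below 0.05), limma-voom 0 and DESeq2 1, *Glipr1l1*, lower in SS MAC-1 low.

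For the megakaryocytic/erythroid genes that the paper names as high in 4 week MAC-1- HSCs, all 8 had a negative log2 fold change in 4 week MAC-1+ HSCs and 5 passed in edgeR. *Vwf* was called by DESeq2, by limma-voom, over the list alone and without 4 week MAC-1+ replicate 1, and *Gp9* by DESeq2, by limma-voom, over the list alone and without SS MAC-1 low replicate 2. *Klf1* was called in no setting (adjusted p from 0.189 to 0.757). For the lymphoid and myeloid priming genes that the paper names as low in 4 week MAC-1- HSCs, all were higher in 4 week MAC-1+ HSCs. Over all genes edgeR called *Ikzf2*, which Figure 3B shows, and *Spi1*. *Gfi1* was called by DESeq2, limma-voom and over the list alone, *Notch2*, *Cd86* and *Flt3* by DESeq2 and over the list alone, and *Ets1* over the list alone. *Ikzf1* was called in no setting (adjusted p from 0.577 to 0.804). The transcript of *Itgam*, by which the populations were sorted as a protein, was higher in 4 week MAC-1+ HSCs and was called by DESeq2 and limma-voom alone. For qPCR of *Itgam* and *Itgb2*, the paper states that mRNA correlated with MAC-1 protein. Here *Itgb2* was lower in 4 week MAC-1+ than in 4 week MAC-1- HSCs and did not pass (log2 fold change -1.02, adjusted p = 0.864, edgeR).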

Other observations

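The regroupings with DESeq2 and the test of genes that DESeq2 alone called were chosen only after the results were seen. Over the 5 populations, 1 of 100 regroupings of the samples, the real one, gave as many genes with edgeR as the samples in their populations, so chance can be excluded at the level used here. The same holds for 4 week MAC-1 low against 4 week MAC-1- HSCs, where 1 of 35 splits did so, the real one. For 4 week MAC-1+ against 4 week MAC-1 low HSCs, where edgeR called 0 genes with 936 at an unadjusted p below 0.05, DESeq2 369 and limma-voom 1, 35 of 35 splits gave as many, as any split must against a count of 0, so the splits say nothing about chance there. They cannot exclude chance for SS MAC-1 low against SS MAC-1- HSCs, where 3 of 10 splits gave as many genes with edgeR, and where no share below 0.05 could be reached.

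With DESeq2, 1 of 30 regroupings of the 5 populations, the real one, gave as many as 3490 genes, so chance can be excluded there, although the others gave 965 to 1842. In 4 week MAC-1+ against 4 week MAC-1- HSCs the real split, 1 of 10, gave 1338 and the others 254 to 307, and in SS MAC-1 low against SS MAC-1- HSCs the real split, 1 of 10, gave 882 and the others 619 to 732. Neither number of splits allows a share below 0.05, so they alone do not exclude chance. A candidate explanation for calls of DESeq2 alone is that a sample at or near 0 stands beside samples with high counts of the gene in 1 group. Of the 1020 genes that only DESeq2 called between 4 week MAC-1+ and 4 week MAC-1- HSCs, 22.4% had a sample at 0 in the group where the gene was higher, against 0% of the 318 called by both tools. This is consistent with that explanation for a part of these genes.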
